# Targeting the splicing factor CWC22 induces mitotic slippage through repression of BubR1 expression and CDK1 activity in cancer cells

**DOI:** 10.1016/j.jbc.2026.111148

**Published:** 2026-01-12

**Authors:** Ryuzaburo Yuki, Youhei Saito, Yuji Nakayama

**Keywords:** CWC22, RNA splicing, mitosis, cell cycle, checkpoint control, BubR1, cyclin-dependent kinase, mitotic slippage

## Abstract

Splicing factors play a fundamental role in gene expression. Several splicing factors are highly expressed in cancers and promote cell proliferation. Although targeting splicing factors prolongs the duration of G2/M phase, the involvement of splicing factors in the regulation of mitotic checkpoint signaling remains unclear. In this study, we found that knockdown of the splicing factor CWC22 increased not only the population of G2 phase and mitotic cells but also that of tetraploid cells. Notably, CWC22 knockdown induced mitotic slippage, which exhibited premature mitotic exit without spindle assembly checkpoint (SAC) satisfaction following prolonged prometaphase duration. CWC22 knockdown led to cyclin B1 degradation and accumulation of inactive cyclin-dependent kinase 1 with inhibitory phosphorylation at Tyr15 in mitosis. Simultaneous cyclin B1 overexpression and Wee1 blockade mitigated the shortened mitotic duration caused by CWC22 knockdown. RNA-Seq analysis indicated that CWC22 knockdown downregulated SAC-regulatory genes, including BubR1. The shortened mitotic duration caused by CWC22 knockdown was also mitigated by both overexpression of BubR1 and Wee1 blockade. Public datasets showed that CWC22 was highly expressed in pancreatic or cervical cancers, and higher expression negatively correlated with patient prognosis. Targeting CWC22 induced cancer cell death following mitotic slippage and a prolonged G2 phase because of DNA damage accumulation. These results suggest that highly expressed CWC22 contributes to the progression of G2/M phase and prevents mitotic slippage–caused whole-genome doubling by maintaining the SAC function and cyclin-dependent kinase 1 activity in cancer cells. These findings reveal a novel splicing factor function in mitotic checkpoint signaling, which enables uncontrolled cell proliferation in CWC22-overexpressing cancer cells.

Uncontrolled proliferation is a hallmark of cancer cells, and molecular pathways are rewired to sustain such proliferation (1, 2). Regarding mitotic processes, various mitotic regulators are highly expressed in cancer cells (3), and many cancer cells exhibit aneuploidy or whole-genome doubling (WGD), thereby contributing to error-prone mitosis through chromosomal instability (CIN) (4, 5). To prevent mitotic failures that lead to CIN, the spindle assembly checkpoint (SAC) monitors the proper mitotic progression (6). Until the kinetochore–microtubule attachment is completely established, SAC delays mitotic progression (7). SAC works through the formation of the mitotic checkpoint complex (MCC), which consists of BubR1, Mad2, Bub3, and Cdc20. MCC binds to the ubiquitin ligase anaphase-promoting complex/cyclosome (APC/C) and inactivates it, thereby inhibiting the degradation of target proteins, including cyclin B1, and preventing premature mitotic exit (8, 9). However, prolonged mitotic arrest or checkpoint dysfunction causes gradual APC/C activation and subsequent cyclin-dependent kinase 1 (CDK1) inactivation because of cyclin B1 degradation, leading to mitotic slippage, a phenomenon characterized by premature exit from mitosis without SAC satisfaction (10). On the other hand, CIN is thought to be a double-edged sword in cancer survival, and excessive CIN induces cancer cell death; therefore, CIN-promoting intervention may be useful for anticancer therapy (11, 12). We aimed to identify novel mitotic regulators in cancer cells by a small-scale siRNA screen and found the splicing regulator CWC22 as a candidate for a mitotic regulator.

RNA splicing is a fundamental process of mRNA maturation in eukaryotes (13). Splicing factors interact with the target pre-mRNAs step by step and remove intron sequences *via* catalytic reactions (14). Since the flow of transcription–splicing is needed to be smoothly progressed for proper gene expression, transcription and splicing are intrinsically coupled, and defects in splicing factors cause transcription abnormality (15, 16). Several splicing factors are highly expressed in cancer cells and support protein expression necessary for rapid proliferation; therefore, targeting splicing factors suppresses cancer cell proliferation, and the development of such interventions is considered promising for anticancer therapy (17, 18). Blockade of the splicing machinery is known to reduce mRNA levels of several mitotic genes (19) and induce mitotic catastrophe because of defects in sister chromatid cohesion (20, 21, 22). CWC22, one of the splicing factors, is known to regulate the cell cycle, and its targeting increases the population of 4C DNA cells through an unknown mechanism (23). CWC22 associates with the spliceosome before catalytic steps and promotes the first catalytic step *via* Prp2 helicase (24). Moreover, since CWC22 supports nonsense-mediated decay (NMD) *via* direct interaction with the exon junction complex (EJC) component eIF4AIII, CWC22 is thought to act as a hub protein between RNA splicing and NMD (25, 26, 27). Although CWC22 exerts an important role in RNA splicing (28), the precise mechanism of CWC22-mediated regulation of mitosis remains poorly understood.

In this study, we demonstrate that CWC22 knockdown induces defects in chromosome alignment and subsequent mitotic slippage (10). RNA-Seq and downstream analyses reveal that CWC22 knockdown causes mitotic slippage *via* both downregulation of BubR1 and an increase in the level of inhibitory phosphorylation of CDK1 at Tyr15. Furthermore, targeting CWC22 induces tetraploidization through mitotic slippage and also prolongs the duration of the G2 phase, eventually leading to cancer cell death. These results highlight a novel SAC-regulatory role of the splicing factor in cancer cells.

## Results

### The role of CWC22 in mitosis

To investigate the role of CWC22 in mitosis, we knocked down CWC22 expression using two different siRNAs in human pancreatic cancer MIA PaCa-2 and cervical cancer HeLa S3 cells (Fig. 1*A*). We performed time-lapse imaging analysis and plotted each cell fate: the duration of each mitotic subphase and the onset of cell death and mitotic slippage, in which condensed chromosomes following mitotic entry decondensed again without cytokinesis (Fig. 1, *B*–*D*). In control cells, mitosis progressed properly and was completed within about 1 h: chromatin condensation, chromosome alignment, and chromosome segregation (Fig. 1, *C* and *D*, siControl). In contrast, more than half of CWC22-knockdown MIA PaCa-2 cells exhibited prolonged duration from chromosome condensation to alignment (Fig. 1, *C* and *D*, P/PM, *green*). Notably, 40% and 65% of cells treated with siCWC22#1 and siCWC22#2, respectively, underwent mitotic slippage after prolonged prometaphase duration (Fig. 1*D*, mitotic slippage, *red*). Mitotic cell death with membrane blebs was also observed in ∼15% of CWC22-knockdown MIA PaCa-2 cells (Fig. 1, *C* and *D*, cell death, *yellow*). Furthermore, mitotic slippage after prolonged prometaphase duration was also observed in 70% and 65% HeLa S3 cells treated with siCWC22#1 and siCWC22#2, respectively (Fig. 1*D*, HeLa S3). The proteasome inhibitor MG-132 prevents anaphase onset and stops the mitotic progression at metaphase by blocking the cyclin B1 degradation, as shown in our previous studies (29, 30). The percentage of chromosome-aligned metaphase cells was also decreased in CWC22-knockdown mitotic cells after short-term treatment with MG-132 (Fig. 1*E*), supporting the result of defects in chromosome alignment caused by CWC22 knockdown. These results suggest that CWC22 knockdown induces mitotic slippage after defects in chromosome alignment.

**Figure 1:**
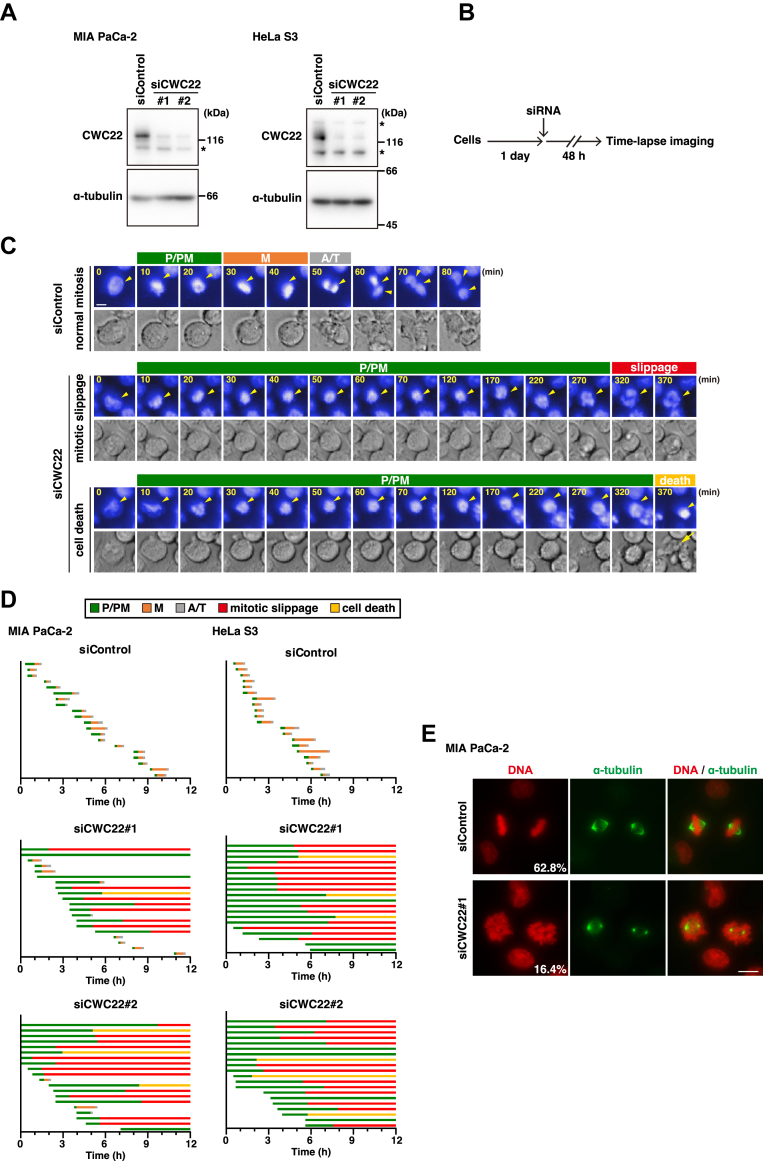
**CWC22 knockdown induces defects in chromosome alignment and mitotic slippage**. MIA PaCa-2 cells or HeLa S3 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1 and #2). *A*, at 48 h after transfection, Western blot analysis was performed with the indicated antibodies. *Asterisks* show nonspecific bands. *B–D*, at 48 h after transfection, the cells were monitored for 12 h by time-lapse imaging with 0.1 μM Hoechst 33342. *B*, a schematic depiction of the time course of the experiment is shown. *C*, images show the typical phenotypes of siRNA-treated mitotic cells: cells that exhibit normal mitosis, cells that exhibit mitotic exit without SAC satisfaction after prolonged-prophase/prometaphase (P/PM) duration (mitotic slippage), and cells that exhibit chromosome condensation with membrane blebbing after prolonged-P/PM duration (cell death). *Yellow arrowheads* show the corresponding cells, and the *yellow arrow* shows the dead cells exhibiting a membrane bleb. The scale bar represents 10 μm. *D*, graphs show the individual cells (*y*-axis) and the duration of each subphase and the onset of mitotic slippage or cell death (*x*-axis): P/PM (chromosome condensation and congression, *green*), metaphase (M: chromosome alignment, *orange*), anaphase/telophase (A/T: from anaphase onset to cleavage furrow ingression, *gray*), mitotic slippage (*red*), and cell death (*yellow*). In total, 20 mitotic cells were examined. *E*, at 47 h after siRNA transfection, the cells were treated with 40 μM MG132 for 1 h, fixed, and stained for α-tubulin (*green*) and DNA (*red*). The scale bar represents 10 μm. The percentage of mitotic cells having aligned chromosomes is shown. SAC, spindle assembly checkpoint.

### CWC22 knockdown causes mitotic slippage through APC/C and CDK1 inactivation

One of the causes of mitotic slippage is SAC defect–induced degradation of cyclin B1 and subsequent CDK1 inactivation even under the condition of SAC-mediated arrest at mitosis (10, 31). To scrutinize the effect of CWC22 knockdown on SAC, we treated cells with S-trityl-l-cysteine (STLC), which inhibits Eg5 motor protein and subsequently activates SAC. Indeed, STLC treatment exhibited prolonged mitosis at prometaphase and eventually led to mitotic slippage (50%) or cell death (30%), as previously indicated (32) (Fig. 2*A*, siControl). Upon CWC22 knockdown, mitotic slippage appeared to occur early after mitotic entry, and the percentage of mitotic slippage within the time-lapse observation was increased to 85% (Fig. 2*A*, siCWC22, mitotic slippage). We measured the mitotic duration among the STLC-arrested cells that entered mitosis within 4 h of starting time-lapse analysis and plotted the duration and cell fates: no events within the time-lapse observation (PM arrest, *green*), mitotic slippage (*red*), and cell death (*yellow*) (Fig. 2*B*). Although we observed a prolonged mitotic duration and some cells arrested in prometaphase for over 20 h in control cells, CWC22 knockdown clearly reduced the mitotic duration (Fig. 2*B*, siCWC22). CWC22 knockdown also shortened the mitotic duration in STLC-arrested cells after release from thymidine synchronization (Fig. S2). Furthermore, CWC22 knockdown did not affect the fluorescence intensity of cyclin B1 in prophase cells (Fig. 2*C*, prophase), which exhibited nuclear cyclin B1 accumulation unlike the nuclear exclusion of cyclin B1 in G2 phase (Fig. S1); however, the fluorescence intensity was decreased in CWC22 knockdown–prometaphase cells, and several prometaphase cells exhibited exceedingly low cyclin B1 expression (Fig. 2*C*, prometaphase). This result was confirmed by Western blot analysis in STLC-synchronized mitotic cells collected by shake-off (Fig. 2*D*). Considering that CWC22 does not affect the protein level of cyclin B1 at the onset of mitosis, these results suggest that CWC22 knockdown accelerates cyclin B1 degradation without affecting its transcription level. Prometaphase cells showing the low cyclin B1 expression might be immediately before mitotic slippage (Fig. 2*C*, prometaphase, siCWC22). Moreover, we treated cells with the APC/C inhibitor proTAME, and the treatment mitigated CWC22 knockdown–caused decrease in cyclin B1 expression (Fig. 2*E*). Consistent with this result, the percentage of mitotic slippage upon CWC22 knockdown was decreased from 90% to 15% by proTAME treatment (Fig. 2*F*, mitotic slippage), and the treatment prolonged mitotic duration in STLC-treated CWC22-knockdown cells (Fig. 2*G*, siCWC22). These results suggest that APC/C-mediated degradation of cyclin B1 is involved in CWC22 knockdown–caused mitotic slippage.

**Figure 2:**
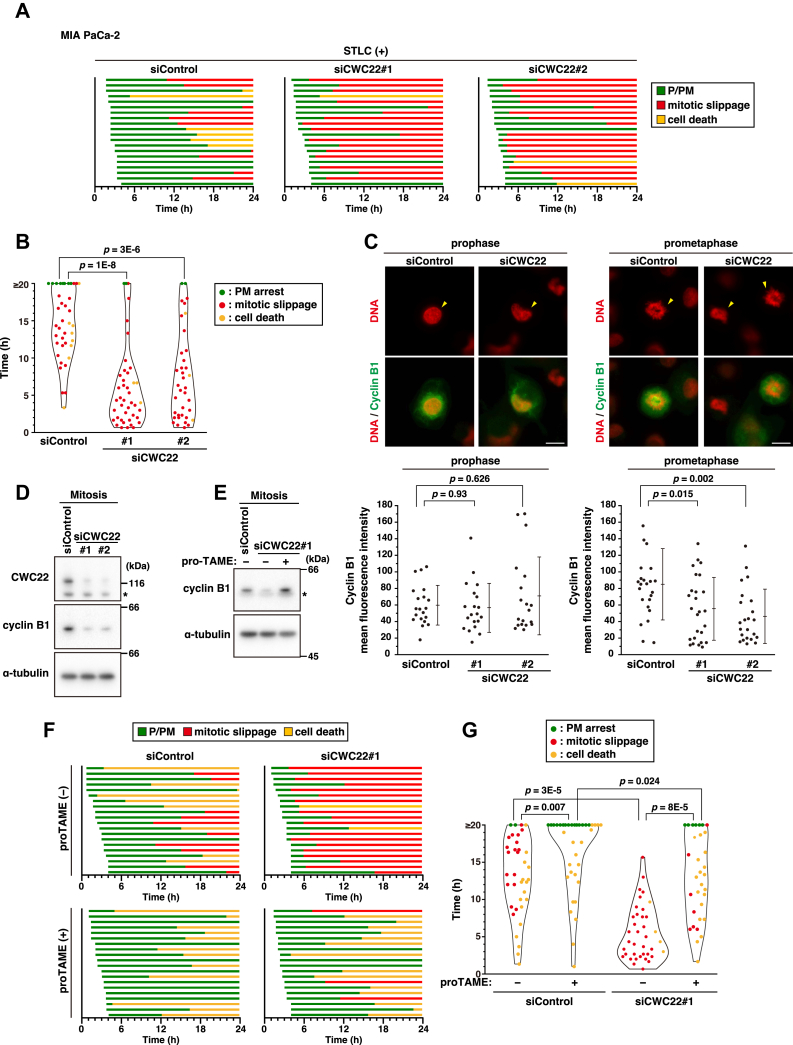
**CWC22 knockdown causes mitotic slippage through APC/C**. MIA PaCa-2 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1 and #2). *A* and *B*, at 39 h after transfection, the cells were treated with 5 μM STLC for 1 h and monitored for 24 h by time-lapse imaging with 0.1 μM Hoechst 33342. *A*, the duration of each mitotic phase is shown as indicated in Figure 1*D*. In total, 20 mitotic cells were examined. *B*, the duration of mitosis until mitotic slippage (*red*) or cell death (*yellow*) was measured among the cells that entered mitosis within 4 h of starting time-lapse analysis is plotted as the mean ± SD from two experiments (n ≥ 37). Prometaphase-arrested cells where no events occurred over 20 h (*green*) are included in ≥20 h. *C*, at 40 h after siRNA transfection, the cells were fixed and stained for cyclin B1 (*green*) and DNA (*red*). Representative images are shown, and *yellow arrowheads* show the representative cells. The scale bars represent 10 μm. The mean fluorescence intensity of cyclin B1 within whole cells in prophase or prometaphase per cell was measured and plotted as the mean ± SD from a representative experiment (n = 20). *D*, at 36 h after transfection, cells were treated with 5 μM STLC for 12 h. The mitotic cells were collected *via* mitotic shake-off, and Western blot analysis was performed with the indicated antibodies. An *asterisk* shows a nonspecific band. *E*, at 36 h after transfection, cells were treated with 5 μM STLC with or without 5 μM proTAME for 12 h. The mitotic cells were collected *via* mitotic shake-off, and Western blot analysis was performed with the indicated antibodies. An *asterisk* shows a nonspecific band. *F* and *G*, at 39 h after transfection, the cells were treated with 5 μM STLC in the presence or absence of 5 μM proTAME for 1 h and monitored for 24 h by time-lapse imaging with 0.1 μM Hoechst 33342. *F*, the duration of each mitotic phase is shown as indicated in *A*. In total, 20 mitotic cells were examined. *G*, the duration of mitosis is shown as indicated in *B* (n ≥ 33). *P* Values were determined using the Steel test in *B*, the Games–Howell test in *C*, and the Steel–Dwass test in *G*. APC/C, anaphase-promoting complex/cyclosome; STLC, S-trityl-l-cysteine.

Next, we examined the effect of cyclin B1 overexpression on slippage induction by CWC22 knockdown. Doxycycline (Dox)-mediated expression of cyclin B1 was observed in CWC22 knockdown–mitotic cells and was comparable to control cells (Fig. 3*A*). However, cyclin B1 overexpression hardly affected slippage induction in CWC22-knockdown cells (Fig. 3*B*): the average duration from mitotic entry to slippage was 304 min in Dox-untreated (n = 16) and 284 min in Dox-treated (n = 11) CWC22-knockdown cells. Previous reports have shown that prolonged arrest at mitosis leads to gradual repression of CDK1 activity by reactivation of Wee1 and subsequent accumulation of inhibitory phosphorylation at Tyr15 of CDK1, thereby causing mitotic slippage (33). CWC22 knockdown increased the level of CDK1 pY15 in mitotic cells (Fig. 3*C*), and treatment with the Wee1 inhibitor MK-1775 mitigated it (Fig. 3*D*). To examine the involvement of inhibitory phosphorylation of CDK1 in CWC22 knockdown–induced mitotic slippage, we treated cells with MK-1775 in addition to cyclin B1 overexpression. Mitotic slippage seemed to occur early after mitotic entry, even in cyclin B1 overexpression or MK-1775 treatment; however, cyclin B1 overexpression with MK-1775 treatment delayed the onset of mitotic slippage in CWC22-knockdown cells (Fig. 3*E*). Based on the measurements of mitotic duration, cyclin B1 overexpression plus MK-1775 treatment strongly prolonged the duration in STLC-treated CWC22-knockdown cells; however, the duration was only slightly prolonged by cyclin B1 overexpression alone and not by MK-1775 treatment alone (Fig. 3*F*). These results suggest that not only the degradation of cyclin B1 but also the inhibitory phosphorylation of CDK1 contribute to the CDK1 inactivation in CWC22 knockdown cells, thereby causing mitotic slippage.

**Figure 3:**
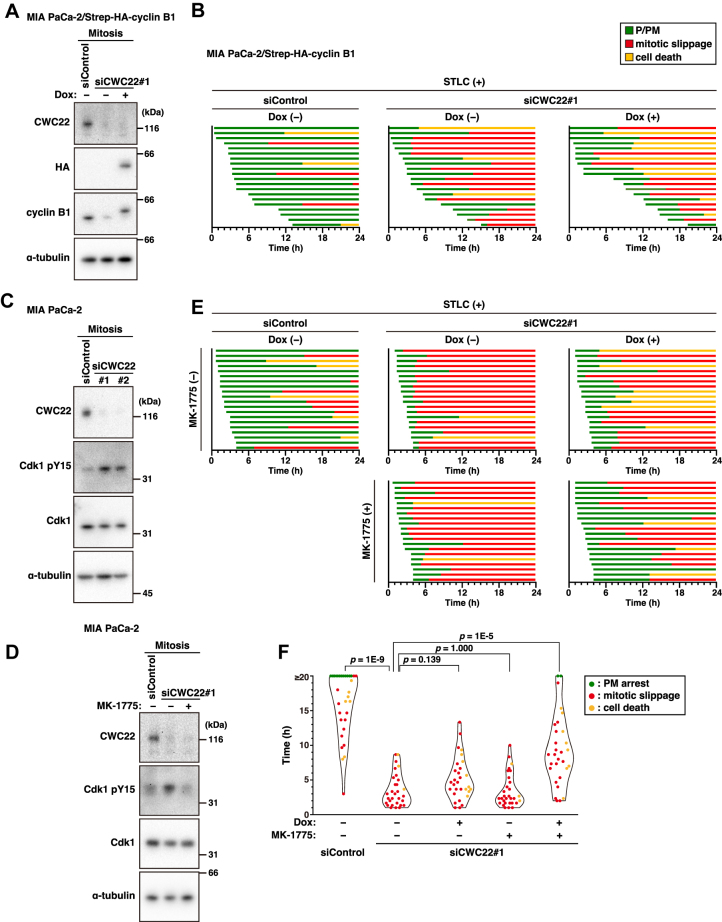
**Cyclin B1 degradation and inhibitory phosphorylation of CDK1 cooperatively contribute to CWC22 knockdown–induced mitotic slippage**. *A* and *B*, MIA PaCa-2/Strep-HA-cyclin B1 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1) in the presence or the absence of 2 μg/ml doxycycline (Dox). *A*, 36 h after transfection, the cells were treated with 5 μM STLC for 12 h. The mitotic cells were collected *via* mitotic shake-off, and Western blot analysis was performed with the indicated antibodies. *B*, at 39 h after transfection, the cells were treated with 5 μM STLC for 1 h and monitored for 24 h by time-lapse imaging with 0.1 μM Hoechst 33342. The duration of each mitotic phase is shown as indicated in Figure 1*D*. In total, 20 mitotic cells were examined. *C*, MIA PaCa-2 cells were transfected with siControl, siCWC22#1, or siCWC22#2. About 36 h after transfection, the cells were treated with 5 μM STLC for 12 h. The mitotic cells were collected *via* mitotic shake-off, and Western blot analysis was performed with the indicated antibodies. *D*, MIA PaCa-2 cells were transfected with siControl or siCWC22#1. About 39 h after transfection, the cells were treated with 5 μM STLC in the presence or absence of 20 nM MK-1775 for 12 h. The mitotic cells were collected *via* mitotic shake-off, and Western blot analysis was performed with the indicated antibodies. *E* and *F*, MIA PaCa-2/Strep-HA-cyclin B1 cells were transfected with siControl or siCWC22#1 in the presence or absence of 2 μg/ml Dox. At 39 h after transfection, the cells were treated with 5 μM STLC for 1 h in the presence or absence of 20 nM MK-1775 and monitored for 24 h by time-lapse imaging with 0.1 μM Hoechst 33342. *E*, the duration of each mitotic phase is shown as indicated in *B*. *F*, the duration of mitosis until mitotic slippage (*red*) or cell death (*yellow*) is shown as indicated in Figure 2*B* (n = 30). *P* Values were determined using the Steel–Dwass test in *F*. CDK1, cyclin-dependent kinase 1; HA, hemagglutinin; STLC, S-trityl-l-cysteine.

### Splicing function of CWC22 in mitotic progression

CWC22 interacts with the spliceosome and the EJC and plays roles in general RNA splicing and NMD, respectively. However, a previous report has shown that NMD defects are not observed upon CWC22 knockdown, likely because of impaired pre-mRNA splicing (26). Therefore, to examine the role of the splicing function of CWC22 in mitosis, we constructed a spliceosome-binding–deficient mutant of CWC22 by deleting the MA3 domain [CWC22(110–409)] (Fig. 4*A*), as previously reported (27). The expression of CWC22(WT) induced by Dox treatment clearly mitigated the mitotic defects caused by CWC22 knockdown: the percentage of cells exhibiting prolonged prometaphase, mitotic slippage, or cell death was decreased from 75% to 0% upon CWC22(WT) re-expression (Fig. 4, *B* and *C*). Furthermore, the mitotic defects were similarly mitigated by the expression of the N-terminal and C-terminal deletion mutant of CWC22 [CWC22(110–665)], which possesses only the core MIF4G and MA3 domains, as previously reported (27). Notably, expression of the MA3 domain deletion mutant [CWC22(110–409)] did not mitigate the mitotic defects, which were observed in 100% of Dox-untreated and 85% of Dox-treated CWC22-knockdown cells, indicating the importance of the MA3 domain in CWC22’s mitotic regulation.

**Figure 4:**
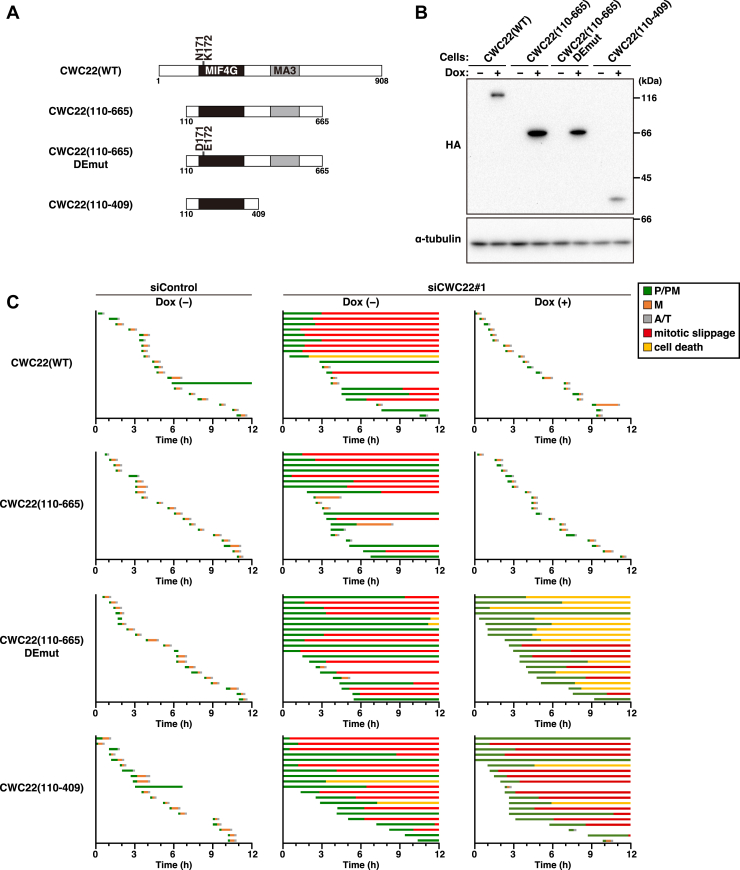
**The MA3 domain of CWC22 is important for mitotic regulation**. *A*, schematic depiction of the CWC22 domain structure and CWC22 mutants is shown. *B*, MIA PaCa-2/HA-CWC22(WT), CWC22(110–665), CWC22(110–665) DEmut, or CWC22(110–409) cells were treated with 1, 1, 1, or 2 μg/ml Dox for 48 h, respectively. Whole cell lysates were analyzed by Western blotting using the indicated antibodies. *C*, MIA PaCa-2 cells expressing inducible CWC22 wildtype or mutants were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1). At 48 h after transfection, the cells were monitored for 12 h by time-lapse imaging with 0.1 μM Hoechst 33342. The duration of each mitotic phase is shown as indicated in Figure 1*D*. In total, 20 mitotic cells were examined. Dox, doxycycline; HA, hemagglutinin.

To examine whether the interaction between CWC22 and the EJC is dispensable for mitotic regulation, we constructed the splicing-competent but EJC-binding–deficient mutant of CWC22 [CWC22(110–665) DEmut], as previously described (26). In these mutant-expressing cells, defects in chromosome alignment and mitotic slippage were observed, similar to CWC22-knockdown cells (Fig. 4, *B* and *C*). However, mitotic cell death was strongly induced by the mutant expression: the percentage was increased from 10% of Dox-untreated to 60% of Dox-treated CWC22-knockdown cells [Fig. 4*C*, CWC22(110–665) DEmut, cell death]. It has been reported that the re-expression of the EJC-binding–deficient mutant of CWC22 upregulates NMD target genes, including SC35 and GAS5, because of the impaired NMD-mediated mRNA degradation (26). Overexpression of GAS5 is known to promote apoptosis and inhibit tumor growth (34, 35, 36), suggesting the possibility that the NMD abnormalities might induce mitotic defects and mitotic catastrophe. Collectively, these results suggest that CWC22’s splicing regulation contributes to mitotic progression in cancer cells.

### SAC gene maintenance by CWC22

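MIA PaCa-2 is a human pancreatic cancer cell line, and MIA PaCa-2/shCWC22#2 cells carry a short hairpin RNA (shRNA) against *CWC22* that is expressed when doxycycline (Dox) is added. The cells were kept with 4 μg/ml Dox or without Dox for 40 h and were then treated for 16 h with 5 μM STLC, an inhibitor of the mitotic kinesin Eg5 that prevents bipolar spindle assembly, plus 5 μM proTAME, an inhibitor of the ubiquitin ligase APC/C. Mitotic cells were collected by shake-off, and poly(A) RNA from 2 Dox-untreated, Dox(-), and 2 Dox-treated, Dox(+), samples was sequenced from both ends with a directional kit. The authors mapped the reads with STAR to GRCh37, counted them on Ensembl genes with featureCounts, and deposited the raw counts of 57905 genes without normalization. The strand setting of the counting and the treatment of reads that map to several places are not stated in the paper's text. The total counts were 38647284 and 39077985 in Dox(-) replicates 1 and 2, and 31464107 and 36990530 in Dox(+) replicates 1 and 2. The 10 most abundant genes took 7.59% and 6.98% of the counts in the Dox(-) libraries and 10.2% and 9.67% in the Dox(+) libraries. From these counts, Dox(+) was compared with Dox(-) by edgeR's quasi-likelihood test after TMM normalization, with the Benjamini-Hochberg adjustment over the 14677 genes that passed edgeR's filter on low counts. Values per library are given as CPM, counts scaled to the library size after TMM normalization, and log2 fold changes are Dox(+) against Dox(-). The biological coefficient of variation between replicates was 21.7%. With 2 libraries in each group, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so the tests rest on the spread that edgeR shares across genes. Every Dox(+) library had both Dox and the shRNA, and no library had Dox without the shRNA.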

To identify the target genes involved in CWC22 knockdown–mediated mitotic slippage, we performed RNA-Seq analysis in mitotic cells. We established cells expressing inducible shRNA targeting CWC22 (Fig. S3*A*), treated cells with STLC together with Dox plus proTAME, and efficiently collected mitotic cells even upon CWC22 knockdown (Fig. 5*A*). 

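The shRNA targets the sequence CAACAGAGGACATACGAAA, which was found in the *CWC22* gene (ENSG00000163510) on the minus strand of chromosome 2 of GRCh37, from 180819707 to 180819725. It lies in the coding sequence, from base 1495 of it, in exon 15 of 20. In the sense of the mRNA, the sequence with 20 bases on each side reads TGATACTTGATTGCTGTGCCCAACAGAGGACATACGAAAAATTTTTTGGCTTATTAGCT. In mitotic cells, *CWC22* had 996 and 1755 counts in the Dox(-) libraries and 40 and 156 counts in the Dox(+) libraries. Normalized, these were 34.4 ± 13.3 CPM in Dox(-) and 2.84 ± 2.19 CPM in Dox(+) (SD, n = 2 each), a log2 fold change of -3.55 (standard error 0.46, adjusted p = 0.00365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both Dox(+) libraries lay below both Dox(-) libraries. The log2 fold change ranged from -4.72 without Dox(+) replicate 2 to -2.97 without Dox(+) replicate 1, so the extent of the knockdown differed between the Dox(+) libraries.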

First, we analyzed splicing defects by CWC22 knockdown. We calculated the degree of intron retention (IR) in mRNAs using the IRFinder program (37), and found that CWC22 knockdown strongly increased IR in various mRNAs (Fig. 5*B*, *left*). We narrowed down the genes involved in mitotic regulation referenced by the Gene Ontology term “mitotic cell cycle” (38, 39); however, we hardly found genes that regulate SAC or mitotic slippage, among the intron-retained genes (Fig. 5*B*, *right*). Previous reports have shown that splicing machinery is functionally coupled to transcription, and thus splicing defects can cause transcription abnormalities (15, 16). Therefore, we analyzed differentially expressed genes after CWC22 knockdown and found altered levels of various mRNAs (Fig. 5*C*, *left*). 

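Of the 14677 genes tested, 2684 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 1179 higher and 1505 lower in Dox(+). DESeq2's Wald test, the study's tool, gave 3324 genes with an adjusted p under 0.05, of which 2657 were also among the 2684. With an absolute log2 fold change of at least 0.8 added, 1781 genes were left with edgeR's test, 731 higher and 1050 lower, and 1954 with DESeq2's, 808 higher and 1146 lower. The setting that moved the balance most was scaling by library size alone, under which 895 genes were higher and 1903 lower. Among the 2523 genes that also had a mean of at least 100 counts and moved the same way in every Dox(+) against every Dox(-) library, *CWC22* fell furthest. Next came *SYTL5* with a log2 fold change of -2.81, *STOX1* with -2.79, the long non-coding RNA gene *LINC02154* with -2.75, and *GPD1L* with -2.67. Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.00181, 0.00452, 0.000988 and 0.00209. *STOX1*, *LINC02154* and *GPD1L* have annotated transcripts that hold ATACGAA, the 7-base site complementary to the seed of the shRNA's guide strand. A shorter, 6-base match to the seed lies in 2 of 2 transcripts of *SYTL5*, and in 12 of 22 of *NR4A1*, a gene that rose. The largest rise was at the small nucleolar RNA gene *SNORD14E*, which lies inside *HSPA8* and had 0 and 1 counts in Dox(-) and 197 and 339 counts in Dox(+), at least 99.9-fold higher when the Dox(-) libraries are set at a floor of 3 counts. The next rises were *NR4A1* with a log2 fold change of 3.38, *SPRY1* with 3.10, *CRY2* with 2.97 and *FAXDC2* with 2.86, which overlaps *CNOT8* on the other strand. The adjusted p of these 4 genes lay between 0.000988 and 0.00401 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.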

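The mRNAs of 2 kinases of the SAC, *BUB1B*, which encodes BubR1, and *BUB1*, were compared along with 2 subunits of the APC/C, *CDC23* and *ANAPC7*. *BUB1B* (ENSG00000156970, chromosome 15 of GRCh37, 40453224 to 40513324) had 148 ± 8.12 CPM in Dox(-) and 77.4 ± 15.7 CPM in Dox(+) (SD, n = 2 each). Its log2 fold change was -0.93 (standard error 0.17, adjusted p = 0.0117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BUB1* (ENSG00000169679, chromosome 2, 111395105 to 111435640) went from 344 ± 2.22 to 97.7 ± 4.25 CPM (SD, n = 2 each), a log2 fold change of -1.82 (standard error 0.14, adjusted p = 0.000988 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fall of *BUB1* held between -1.86 and -1.77 with each library left out in turn, while that of *BUB1B* ranged from -1.16 without Dox(+) replicate 2 to -0.74 without Dox(+) replicate 1. Of the other processing settings, scaling by library size alone moved *BUB1B* most, to -1.02. Neither gene has ATACGAA in an annotated transcript, and 6 of 14 *BUB1* transcripts hold a 6-base match to the guide's seed. *BUB1B* overlaps *PAK6* on the same strand, which had almost no counts. *CDC23* fell further than both, from 91.4 ± 2.81 to 14.5 ± 2.26 CPM (SD, n = 2 each), with a log2 fold change of -2.66 and a standard error of 0.18. *CDC23* overlaps *KIF20A* on the other strand, whose log2 fold change was -1.06, and without a stated strand setting reads of one could have been counted on the other. *ANAPC7* had a log2 fold change of -0.96 (standard error 0.15, adjusted p = 0.00659 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

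**Figure D1:**
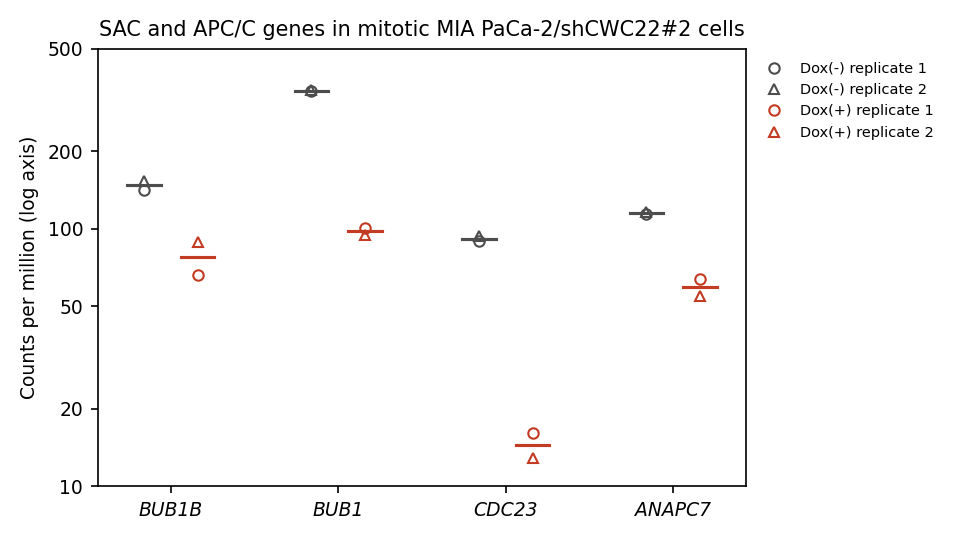
TMM-normalized CPM, on a log axis, of 4 genes in each library; circles are replicate 1, triangles replicate 2, and horizontal bars the mean of 2 libraries. Both Dox(+) libraries lie below both Dox(-) libraries for every gene drawn, with the largest gap for *CDC23*.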

Among the mitotic genes, the SAC-regulatory genes *BUB1B* and *BUB1* were downregulated by CWC22 knockdown (Fig. 5*C*, *right*). Furthermore, gene set enrichment analysis (GSEA) showed negative enrichment of the SAC gene set in CWC22-knockdown cells (Fig. 5*D*), and heatmap analysis showed that levels of various SAC genes, including *BUB1B* and *BUB1*, were decreased (Fig. 5*E*). These results suggest the possibility that CWC22 knockdown disrupts coupling between transcription and splicing machineries because of global splicing defects, thereby reducing the expression of SAC-regulatory genes. 

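The SAC genes were taken as the 110 genes named in the heatmap of Fig. 5E, of which 109 passed the filter on low counts. Their median log2 fold change was -0.22, with 75 of 109 genes lower in Dox(+). The median was -0.25 in Dox(+) replicate 1 and -0.21 in Dox(+) replicate 2, each against the Dox(-) mean. In edgeR's quasi-likelihood test, 28 of these genes were lower and 7 higher at an adjusted p under 0.05 over all genes, and 31 were lower and 8 higher when adjusted over the list alone. The study drew this list as a gene set fixed by Reactome, not from these samples. By camera, a test of a gene set against all other genes with a preset inter-gene correlation of 0.01, the list was lower with p = 0.00341 after Benjamini-Hochberg adjustment over 6 lists. With fry, a rotation test of the list alone, the adjusted p was 0.0711, and with an inter-gene correlation estimated from the 4 libraries the camera p after Benjamini-Hochberg adjustment was 0.369. None of the 6 lists passed 0.05 after adjustment under either of these. Without *BUB1B* and *BUB1* the median of the list was -0.21. In GSEApy's prerank method with 10000 permutations and genes ranked by the signed root of edgeR's F, the normalized enrichment score (NES) was -1.84, and no permutation was as low, which puts the permutation p at the smallest that can be given, 0.0001. The leading edge held 40 of the 109 genes, *BUB1B* and *BUB1* among them. The ranking by edgeR's log2 fold change gave an NES of -1.45 (permutation p = 0.0102), or -1.06 without Dox(+) replicate 2, a setting added after the data were seen, and ranking only the genes with a DESeq2 adjusted p under 0.05 gave -1.45 (permutation p = 0.0695). After *CDC23* and *BUB1*, the genes that fell furthest were *KNTC1* with a log2 fold change of -1.69, *NUP107* with -1.48 and *NUP43* with -1.47. The largest rise in the list was that of *UBE2C*, with 1.87.

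**Figure D2:**
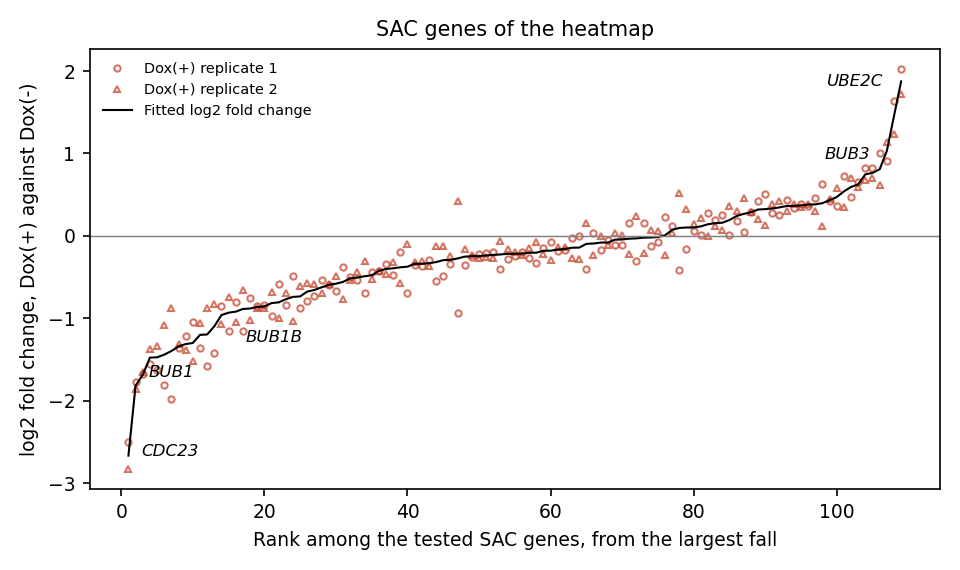
The log2 fold change of the 109 tested SAC genes, Dox(+) against Dox(-), in rank order; the line is the fitted value, and circles and triangles are Dox(+) replicates 1 and 2 against the mean of the Dox(-) libraries. The line is below 0 for 75 of the 109 genes, with *CDC23* and *BUB1* at the low end and *UBE2C* at the high end.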

BubR1, encoded by the *BUB1B* gene, and Bub1 play central roles in SAC. Under SAC-activating conditions, Bub1 acts as a platform for the formation of the MCC, which consists of BubR1, Bub3, Mad2, and Cdc20, and the MCC suppresses the activity of APC/C (40). We confirmed that CWC22 knockdown repressed mRNA levels of *BUB1B* and *BUB1* in both MIA PaCa-2 and HeLa S3 cells (Fig. 5*F*). These results suggest that CWC22 contributes to maintaining the mRNA levels of SAC genes, including *BUB1B* and *BUB1*.

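The components of the mitotic checkpoint complex (MCC) and the kinases and adaptors upstream of it did not move together. Besides *BUB1B*, the MCC holds the products of *BUB3*, *MAD2L1* and *CDC20*. *BUB3* rose, from 184 ± 0.800 to 285 ± 7.33 CPM (SD, n = 2 each), a log2 fold change of 0.63 (standard error 0.13, adjusted p = 0.0164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MAD2L1* had a log2 fold change of 0.27, which did not pass the threshold (adjusted p = 0.328 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *CDC20* one of -0.23 (adjusted p = 0.232 from the same edgeR test). That of *MAD2L1* depended on single libraries, from 0.043 without Dox(+) replicate 2 to 0.46 without Dox(+) replicate 1. With the replicate number added to edgeR's test as a block, *MAD2L1* (adjusted p = 0.0394) and *CDC20* (0.0270) passed, in opposite directions. The replicates are known to share only a number, and the block raised the genes that passed from 2684 to 6167. For *MAD1L1* and *TTK*, which act upstream, the log2 fold changes were 0.01 and 0.10, neither past the threshold with or without the block. That of *TTK* went down to 0.014 with scaling by library size alone, and to 0.054 without Dox(-) replicate 2. That of *MAD1L1* turned negative when library size alone was used for scaling or no filter was applied. With one library left out, that of *MAD1L1* ranged from -0.24 to 0.22. The median over these 7 genes, *BUB1B* and *BUB1* included, was 0.01, which is the value of *MAD1L1*. The sign of the median depended on single libraries, with -0.24 without Dox(+) replicate 1, -0.17 without Dox(-) replicate 2 and 0.15 without Dox(-) replicate 1. *BUB1B*, *BUB1* and *BUB3* each kept their sign whichever library was left out. The paper first reports more intron retention in many mRNAs, with hardly any SAC genes among them (Fig. 5B). It also cites work on the coupling of splicing and transcription. Together with the fall of *BUB1B* and *BUB1*, the enrichment score and the heatmap, this leads to a proposal, given as a possibility. In it, global splicing defects after CWC22 knockdown disturb that coupling and thereby lower SAC genes. After the real-time PCR of *BUB1B* and *BUB1* (Fig. 5F), the paper proposes that CWC22 helps to maintain the mRNAs of SAC genes.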

**Figure 5:**
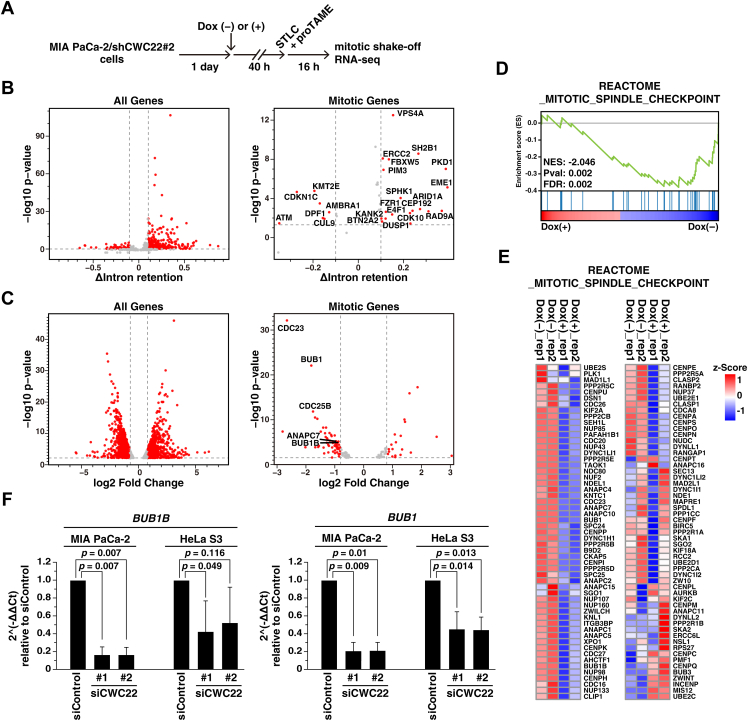
**CWC22 knockdown downregulates the mRNA levels of SAC-regulatory genes, including BubR1 and Bub1**. *A*–*E*, MIA PaCa-2/shCWC22#2 cells were treated with 4 μg/ml Dox for 40 h and then treated with 5 μM STLC plus 5 μM proTAME for 16 h. Mitotic cells were collected by mitotic shake-off and analyzed by RNA-Seq. *A*, a schematic depiction of the synchronization method is shown. *B* and *C*, volcano plot showing differential degree of intron retention (*B*) or differential gene expression (*C*) in Dox-treated cells compared with Dox-untreated cells. Representative upregulated and downregulated genes are labeled in each panel. *D*, GSEA plots for the gene set “REACTOME_MITOTIC_SPINDLE_CHECKPOINT” between Dox-treated and untreated cells are shown. *E*, heatmap of relative expression values (z-score of normalized read counts) from REACTOME_MITOTIC_SPINDLE_CHECKPOINT dataset (n = 2). *F*, MIA PaCa-2 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1 and #2). At 44 h after transfection, the cells were treated with 5 μM STLC plus 5 μM proTAME for 16 h. The mitotic cells were collected *via* mitotic shake-off and analyzed by real-time PCR for *BUB1B* and *BUB1* mRNA. The fold changes in mRNA levels are expressed relative to siControl. *P* Values were determined using the Audic and Claverie test in *B*, the Wald's test in *C*, and the Games–Howell test in *F*. Dox, doxycycline; FDR, false discovery rate q value; GSEA, gene set enrichment analysis; NES, normalized enrichment score; SAC, spindle assembly checkpoint; STLC, S-trityl-l-cysteine.

### The involvement of BubR1 downregulation in CWC22 knockdown–induced mitotic slippage

To examine whether downregulation of BubR1 or Bub1 is involved in mitotic slippage upon CWC22 knockdown, we established Dox-inducible cell lines of FLAG-tagged BubR1 and hemagglutinin (HA)-tagged Bub1. In MIA PaCa-2/FLAG-BubR1 cells, CWC22 knockdown reduced the BubR1 protein level, and Dox treatment induced BubR1 overexpression (Fig. 6*A*). Time-lapse imaging analysis showed that the onset of mitotic slippage appeared to be delayed upon Dox treatment in STLC-treated CWC22-knockdown cells (Fig. 6*B*). Indeed, Dox treatment alone tended to prolong the mitotic duration (Fig. 6*C*). We further treated cells with MK-1775 to activate CDK1, and the additional MK-1775 treatment significantly prolonged mitotic duration (Fig. 6, *B* and *C*). On the other hand, expression of HA-tagged Bub1 did not affect mitotic duration in STLC-treated CWC22-knockdown cells (Fig. S4). These results suggest that CWC22 knockdown causes mitotic slippage through downregulation of BubR1, besides accumulation of inhibitory phosphorylation of CDK1.

**Figure 6:**
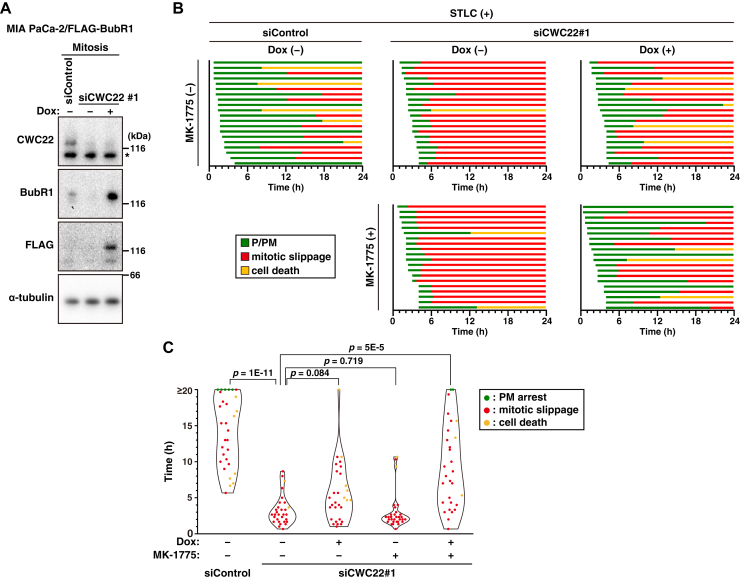
**CWC22 knockdown causes mitotic slippage through both downregulation of BubR1 and inhibitory phosphorylation of CDK1**. MIA PaCa-2/FLAG-BubR1 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1) in the presence or absence of 0.5 μg/ml Dox. An *asterisk* shows a nonspecific band. *A*, 36 h after transfection, the cells were treated with 5 μM STLC for 12 h. The mitotic cells were collected *via* mitotic shake-off, and Western blot analysis was performed with the indicated antibodies. *B* and *C*, at 39 h after transfection, the cells were treated with 5 μM STLC for 1 h in the presence or absence of 20 nM MK-1775 and monitored for 24 h by time-lapse imaging with 0.1 μM Hoechst 33342. *B*, the duration of each mitotic phase is shown as indicated in Figure 1*D*. In total, 20 mitotic cells were examined. *C*, the duration of mitosis until mitotic slippage (*red*) or cell death (*yellow*) is shown as indicated in Figure 2*B* (n ≥ 29). *P* Values were determined using the Steel–Dwass test in *C*. CDK1, cyclin-dependent kinase 1; Dox, doxycycline; STLC, S-trityl-l-cysteine.

### The effect of CWC22 knockdown on cell cycle progression

We examined the effect of CWC22 knockdown on the entire cell cycle. Flow cytometry (FC) analysis showed that the percentage of 4C cells was strongly increased upon CWC22 knockdown (Fig. 7, *A* and *B*), consistent with a previous report (23). Interestingly, among 4C cells, CWC22 knockdown not only increased the percentage of 4C cells with higher cyclin B1 expression but also that of 4C cells with lower cyclin B1 expression, indicating that CWC22 knockdown increased both G2/M-phase cells and 4N-G1 cells. Moreover, the percentage of >4C cells that include proliferating 4N cells and polyploid cells was also increased upon CWC22 knockdown. The tetraploidy induction by CWC22 knockdown was consistent with the result of mitotic slippage (Fig. 1). Previous reports have shown that defects in splicing factors prolong the duration of G2 phase through accumulation of DNA damage (23). Consistent with this, CWC22 knockdown increased the γH2AX level, a marker of DNA damage (Fig. 7*C*). Moreover, the inhibitory phosphorylation of CDK1 at Tyr15, but not p21 expression, was increased by CWC22 knockdown in asynchronous cells.

**Figure 7:**
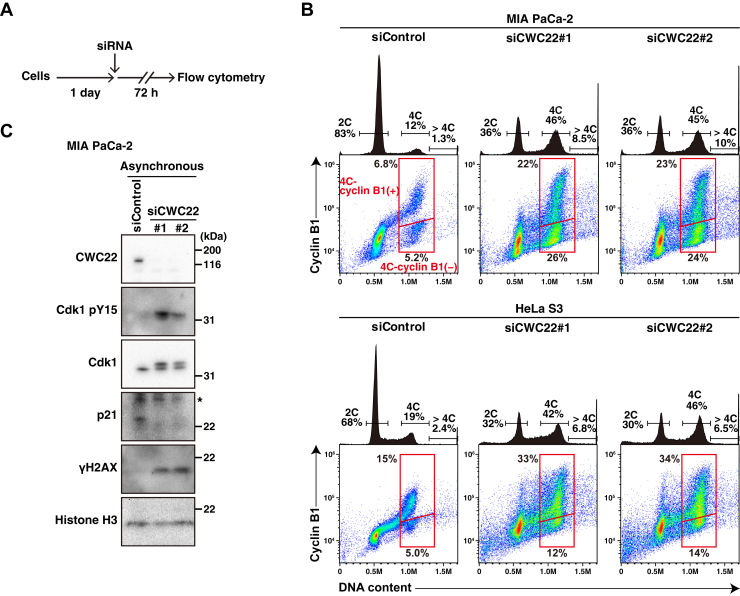
**CWC22 knockdown increases the population of G2/M cells and tetraploid cells**. MIA PaCa-2 cells or HeLa S3 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1 and #2). *A* and *B*, at 72 h after transfection, the cells were fixed, doubly stained with anti-cyclin B1 and propidium iodide (PI), and subsequently analyzed by flow cytometry. *A*, a schematic depiction of the time course of the experiment is shown. *B*, the bivariate dot plots of cyclin B1 protein level (*y*-axis, log scale) and DNA content (*x*-axis, linear scale) are shown together with DNA histograms. The ratios of 2C, 4C, polyploid cells (>4C), and cells having 4C DNA content with or without cyclin B1 (*red line*) are indicated. Each plot represents 40,000 cells. *C*, at 60 h after transfection, Western blot analysis was performed with the indicated antibodies. An *asterisk* shows a nonspecific band.

Furthermore, we performed long-term time-lapse imaging analysis (Fig. 8*A*). Control cells exhibited proper cell cycle progression and division (Fig. 8, *B* and *C*, siControl). In the early stage of CWC22 knockdown, mitotic entry occurred similarly to control cells, and the mitotic index was comparable, although some cells showed prolonged interphase and mitotic slippage (Fig. 8, *B*–*E*, siCWC22). Meanwhile, in the late stage of CWC22 knockdown, the frequency of mitotic entry decreased, but the limited number of M-phase cells exhibited a high frequency of mitotic slippage. Moreover, most cells eventually underwent cell death. Collectively, these results suggest that CWC22 knockdown promotes tetraploidization through mitotic slippage and prolongs the duration of the G2 phase because of DNA damage accumulation, resulting in cancer cell death.

**Figure 8:**
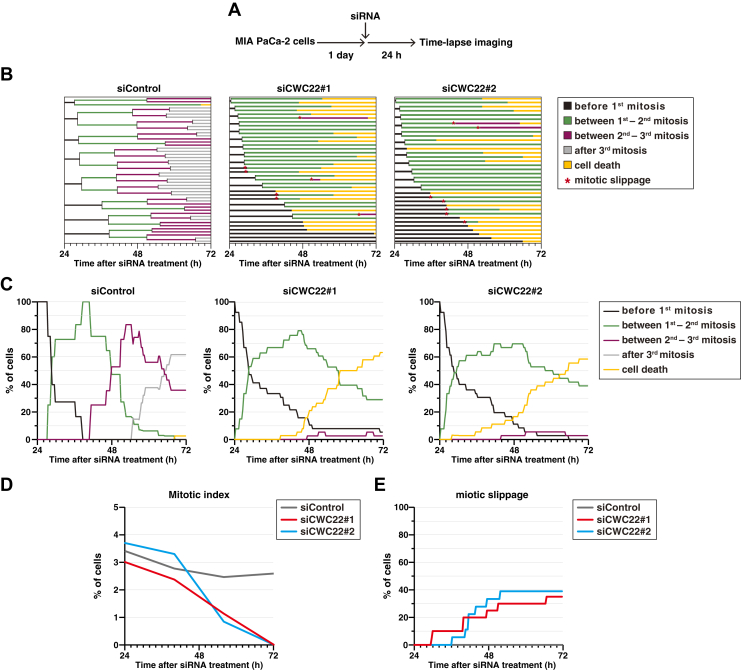
**CWC22 knockdown exhibits cell death after prolonged interphase and mitotic slippage**. MIA PaCa-2 cells were transfected with siControl, siCWC22#1, and siCWC22#2. At 24 h after transfection, the cells were monitored for 72 h by time-lapse imaging with 0.05 μM Hoechst 33342. *A*, a schematic depiction of the time course of the experiment is shown. *B*, the duration of each phase is presented: before first mitosis (*black*), between first–second mitosis (*green*), between second–third mitosis (*purple*), after third mitosis (*gray*), cell death (*yellow*), and mitotic slippage (*asterisk*). *C*, the percentages of each phase at the indicated times are plotted. *D*, the percentages of mitosis at 24, 48, and 72 h after siRNA treatment are plotted. *E*, the percentages of mitotic slippage among total mitosis within the time-lapse observation are cumulatively plotted.

### Highly expressed CWC22 contributes to cancer cell proliferation

Our results indicate the significance of CWC22 in cell cycle progression, suggesting its contribution to uncontrolled cancer growth. We analyzed the expression levels of CWC22 in cancer tissues, and its expression was higher in pancreatic ductal adenocarcinoma and cervical squamous cell carcinoma tissues (Fig. 9*A*). Furthermore, The Cancer Genome Atlas analysis showed that higher expression of CWC22 negatively correlated with patient prognosis (Fig. 9*B*). Indeed, CWC22 knockdown strongly suppressed the proliferation of pancreatic cancer MIA PaCa-2 cells and cervical cancer HeLa S3 cells (Fig. 9*C*). These results suggest the possibility that higher expression of CWC22 in pancreatic and cervical cancers contributes to the aberrant cancer proliferation by sustaining cell cycle progression.

**Figure 9:**
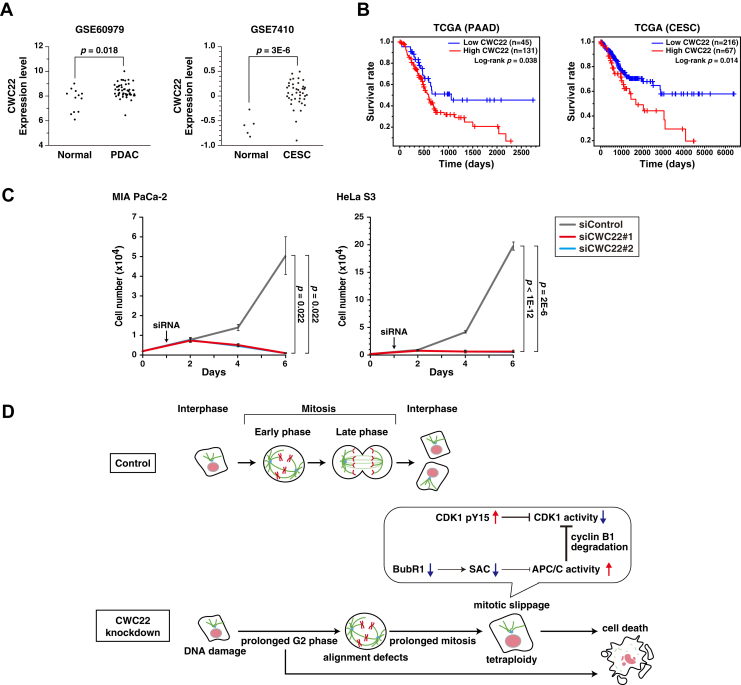
**Targeting the highly expressed CWC22 strongly decreases the viable number in cancers**. *A*, the relative mRNA expression of CWC22 in normal pancreatic tissue and pancreatic ductal adenocarcinoma (PDAC) tissue (*left*) and normal cervical tissue and cervical squamous cell carcinoma (CESC) tissue (*right*) in GSE60979 and GSE7410 datasets are shown, respectively. *B*, pancreatic adenocarcinoma (PAAD) patients (*left*) and CESC patients (*right*) in TCGA datasets were divided into two groups based on CWC22 expression level, and Kaplan–Meier curves for overall survival are shown. *C*, MIA PaCa-2 cells or HeLa S3 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1 and #2). After siRNA transfection, the cells were further cultured for 5 days. Cell numbers were counted 2, 4, and 6 days after seeding, and viable cell numbers were plotted. *D*, model of the role of CWC22 in cell cycle progression in cancer cells. Control cells exhibit proper cell cycle progression. CWC22 knockdown prolongs G2 phase duration because of the DNA damage accumulation. CWC22-knockdown cells entering mitosis undergo defects in chromosome alignment and subsequent mitotic slippage because of the APC/C activation and CDK1 inactivation through both BubR1 downregulation and accumulation of inhibitory phosphorylation of CDK1. Eventually, cells undergoing prolonged interphase or mitotic slippage exhibit cell death. APC/C, anaphase-promoting complex/cyclosome; CDK1, cyclin-dependent kinase 1; TCGA, The Cancer Genome Atlas.

## Discussion

In this study, we demonstrated that knockdown of the splicing regulator CWC22 induces defects in chromosome alignment and subsequent mitotic slippage, thereby leading to WGD. CWC22 knockdown also prolongs G2-phase duration through DNA damage accumulation. Moreover, CWC22 knockdown decreases the mRNA levels of SAC-regulatory genes, including BubR1, and increases the inhibitory phosphorylation of CDK1 in mitosis, thereby causing mitotic slippage. CWC22 expression is elevated in pancreatic and cervical cancer cells, and targeting CWC22 strongly represses cancer cell proliferation following prolonged G2-phase duration and mitotic slippage (Fig. 9*D*).

The absence of microtubule–kinetochore attachment activates the SAC and subsequently promotes the assembly of the MCC, including BubR1, thereby inhibiting APC/C-mediated ubiquitination of cyclin B1 (41). In the case of prolonged mitosis, APC/C activity gradually increases because of the incomplete suppression by SAC, leading to progressive cyclin B1 degradation (42). Once cyclin B1 level is reduced below the threshold, the residual CDK1 activity cannot maintain the mitotic state, resulting in mitotic slippage (43, 44). Furthermore, prolonged mitosis reactivates Wee1 kinase and subsequently reduces CDK1 activity through inhibitory phosphorylation at Tyr15, thereby promoting mitotic slippage (33). 

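Ordered by log2 fold change from the largest fall, *BUB1B* was number 15 of the 109 tested SAC genes and *BUB1* number 2. The 12 genes between them were *KNTC1*, *NUP107*, *NUP43*, *CLIP1*, *CENPE*, *NDEL1*, *ANAPC10*, *PPP2R5B*, *NUP160*, *RANBP2*, *AHCTF1* and *ANAPC7*, of which *CLIP1* has the 7-base site ATACGAA in its 3′ UTR. The log2 fold change of *AHCTF1*, which ranked 13, was -1.10, and that of *CENPI*, which ranked 16, was -0.92. The standard error of *BUB1B* spans the distance to several of these neighbours, so its place in the order is not exact.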

From our RNA-Seq and quantitative PCR analyses, the mRNA levels of BubR1 among SAC-regulatory genes were strongly decreased (Fig. 5). Interestingly, Wee1 inhibition combined with overexpression of BubR1 significantly prolonged mitotic duration in CWC22-knockdown cells, although BubR1 overexpression alone slightly prolonged it (Fig. 6*C*). Furthermore, Wee1 inhibition combined with cyclin B1 overexpression also prolonged mitotic duration (Fig. 3*F*). These results suggest a model in which CWC22 knockdown causes weak suppression of SAC function through BubR1 downregulation and possibly leads to APC/C activation. In turn, cyclin B1 degradation together with inhibitory phosphorylation of CDK1 might cooperatively inactivate CDK1, resulting in mitotic slippage (Fig. 9*D*). 

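*CDC25B* (ENSG00000101224, chromosome 20 of GRCh37, 3767419 to 3786768), which encodes a phosphatase of the inhibitory sites of CDK1, had 490 ± 105 CPM in Dox(-) and 145 ± 39.3 CPM in Dox(+) (SD, n = 2 each). Its log2 fold change was -1.76 (standard error 0.22, adjusted p = 0.00360 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With one library left out, it ranged from -2.062 without Dox(+) replicate 1 to -1.502 without Dox(+) replicate 2. The other phosphatases of the family did not fall, with log2 fold changes of 0.14 for *CDC25A* and 0.65 for *CDC25C*. These ranged from 0.025 without Dox(+) replicate 2 to 0.25 without Dox(-) replicate 1 for *CDC25A*, and from 0.35 without Dox(+) replicate 1 to 0.905 without Dox(+) replicate 2 for *CDC25C*. Neither passed the threshold in edgeR's main test, and *CDC25C* did in DESeq2's Wald test (adjusted p = 0.0283). With the replicate number added to edgeR's quasi-likelihood test as a block, *CDC25C* passed (adjusted p = 1.37e-05) and *CDC25A* did not (0.394). The replicates are known to share only a number, and this block raised the genes that passed from 2684 to 6167, so its p-values are weak evidence. Of the 2 kinases of the inhibitory sites, *WEE1* rose from 25.4 ± 0.352 to 68.0 ± 0.281 CPM (SD, n = 2 each), a log2 fold change of 1.42 (standard error 0.16, adjusted p = 0.00242 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PKMYT1*, which overlaps *PAQR4* on the other strand, fell, with a log2 fold change of -0.77 (standard error 0.18, adjusted p = 0.0269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CDK1* itself rose from 20.4 ± 0.0724 to 55.4 ± 2.66 CPM (SD, n = 2 each). *CCNB1*, which encodes cyclin B1, had 774 ± 15.7 and 720 ± 5.96 CPM (SD, n = 2 each), a log2 fold change of -0.10 that did not pass the threshold. No library had Dox without the shRNA, so an effect of Dox itself on these mRNAs is not separated.

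**Figure D3:**
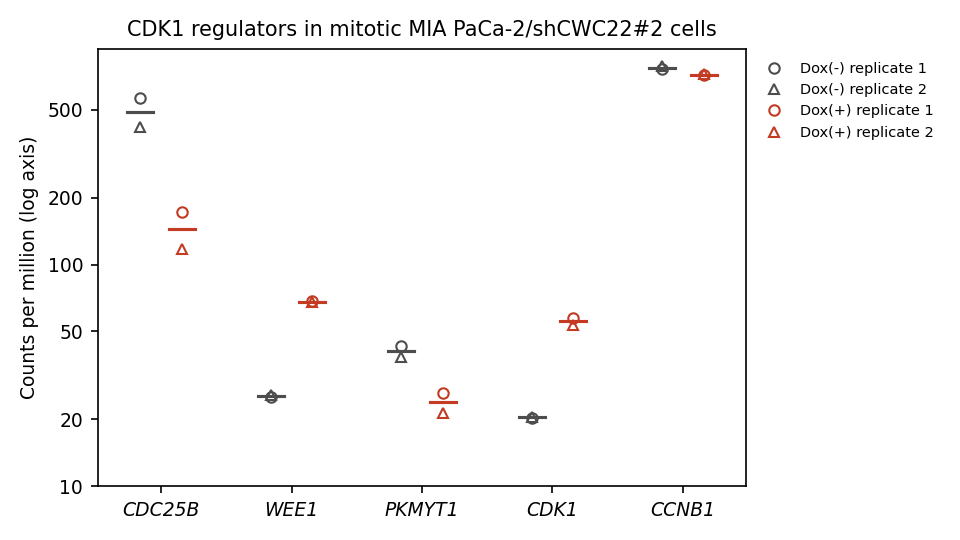
TMM-normalized CPM, on a log axis, of CDK1, its regulators and cyclin B1 in each library; circles are replicate 1, triangles replicate 2, and horizontal bars the mean of 2 libraries. The Dox(+) libraries lie below the Dox(-) libraries for *CDC25B* and *PKMYT1*, above them for *WEE1* and *CDK1*, and close to them for *CCNB1*.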

Since RNA-Seq analysis showed that Cdc25B, a CDK1 phosphatase, was downregulated by CWC22 knockdown (Fig. 5*C*, *right panel*), dephosphorylation of CDK1 at Tyr15 might be repressed, resulting in suppression of CDK1 activity.

CWC22 knockdown reduces mRNA levels of SAC-regulatory genes, including *BUB1B* and *BUB1* (Fig. 5). Knockdown of spliceosome subunits SNW1 and PRPF8 induces defects in the splicing machinery and increases the *CDCA5* mRNA with an unremoved intron 1 region, leading to reduced protein expression of CDCA5 and disruption of chromatid cohesion (21). Similarly, CWC22 knockdown increased reads within the intron 1 region of *CDCA5* (Fig. S3*B*, CDCA5). In contrast, the intron reads were hardly observed within the *BUB1B* and *BUB1* genes in CWC22-knockdown cells (Fig. S3*B*, BUB1B, BUB1), suggesting that *BUB1B* and *BUB1* might not be direct splicing targets of CWC22. The reduced mRNA levels of SAC-regulatory genes might be caused by splicing defects in upstream genes that regulate the expression of SAC-regulatory genes. Alternatively, the EJC, which binds to CWC22, is reported to regulate the proper transcription by directly modulating RNA polymerase II pausing, independently of pre-mRNA splicing (45); therefore, CWC22 might also be a component of the transcription machinery and contribute to the temporal transcription of SAC-regulatory genes. To precisely reveal how CWC22 regulates the expression of SAC-regulatory genes, further studies will be required. For example, the use of acute protein depletion strategies beyond siRNA-mediated knockdown is important to distinguish direct effects from secondary transcriptional or splicing-dependent events. In addition, comprehensive analyses of downstream gene expression after CWC22 protein depletion and CWC22-associated protein complexes will be important to clarify how CWC22 integrates splicing- and transcription-related functions to regulate mitotic gene expression.

CWC22 knockdown induced defects in chromosome alignment and prolonged mitotic duration (Fig. 1). Previous reports have shown that knockdown of splicing factors reduces expression of sororin, a regulator of sister chromatid cohesion, *via* mis-splicing-mediated mRNA degradation and thereby induces defects in cohesion (20, 21). However, cohesion-regulatory genes were not among the intron-retained or downregulated mRNAs (Fig. 5, *B* and *C*). 

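Expression of 22 cohesion genes, a hand-written list that holds the cohesin subunits with their loaders, releasers and protectors, was compared between Dox(+) and Dox(-). The median log2 fold change was -0.37, with 17 of 22 genes lower (camera with the preset correlation, p = 0.0313 after Benjamini-Hochberg adjustment over 6 lists). Without Dox(+) replicate 1 the median was -0.22. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 5 genes were lower and 1 was higher, both over all genes and adjusted over the list alone. The lower genes were *STAG1* with a log2 fold change of -1.02 (standard error 0.18), *DSCC1* with -0.94 (0.23), *ESPL1* with -0.78 (0.18), *SMC3* with -0.75 (0.16) and *PDS5A* with -0.68 (0.19). Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 0.00909 and 0.0409. *STAG1* overlaps *PCCB* on the other strand and has the 7-base site ATACGAA of the shRNA in its 3′ UTR. A 6-base match to the seed lies in 8 of 13 transcripts of *SMC3* and 1 of 10 of *PDS5A*, and in none of *DSCC1* or *ESPL1*. The higher gene was *CDCA5*, which encodes sororin, with 182 ± 24.6 CPM in Dox(-) and 277 ± 4.07 CPM in Dox(+) (SD, n = 2 each). Its log2 fold change was 0.61 (standard error 0.15, adjusted p = 0.0275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 10000 lists drawn to match the cohesion list in exon number, transcript length, GC content and expression, 23.8% had a median as low. The typical matched list had a median of -0.25. Intron retention was not analysed here.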

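The gene sets of Fig. S3C were not used here, and centrosome genes were taken from a hand-written list, of which 83 genes were tested. Their median log2 fold change was -0.35, with 61 of 83 genes lower in Dox(+) (camera with the preset correlation, p = 0.000401 after Benjamini-Hochberg adjustment over 6 lists). The median ranged from -0.47 without Dox(+) replicate 2 to -0.24 without Dox(-) replicate 2. Over all genes, edgeR's quasi-likelihood test gave 19 of the list lower and 0 higher at an adjusted p under 0.05, and 26 lower and 0 higher adjusted over the list alone. At an unadjusted p under 0.05, 35 were lower and 2 higher. *NINL* fell furthest, with a log2 fold change of -1.66 (standard error 0.35), and *CCDC14* had -1.46 (0.21). *CEP192* had 73.7 ± 20.1 CPM in Dox(-) and 34.5 ± 8.65 CPM in Dox(+) (SD, n = 2 each), a log2 fold change of -1.09 (standard error 0.24, adjusted p = 0.0213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 10000 lists drawn to match the list in exon number, transcript length, GC content and expression, 4.94% had a median as low.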

GSEA showed that centrosome-related genes were downregulated by CWC22 knockdown (Fig. S3*C*). Following mitotic entry, mature centrosomes promote spindle microtubule assembly and bipolar spindle formation, thereby supporting chromosome alignment (46); therefore, CWC22 knockdown might weaken centrosome biogenesis or maturation, resulting in chromosome misalignment.

CWC22 knockdown also prolonged interphase duration and led to the accumulation of G2/M-phase cells (Fig. 7*B*), indicating the prolongation of G2-phase duration. Loss of splicing factors is known to increase R-loop formation and impair the expression of DNA damage repair genes, leading to arrest at G2-phase *via* replication stress and DNA damage accumulation (23, 47). Consistent with this, Western blot analysis showed that the γH2AX level was increased by CWC22 knockdown (Fig. 7*C*). CWC22 knockdown increased the CDK1 pY15 level, possibly through activation of the DNA damage checkpoint machinery, including Wee1 kinase. Furthermore, GSEA indicated that CWC22 knockdown decreased the mRNA levels of DNA damage repair genes (Fig. S3*D*), similar to the other splicing factors (23, 47). These results suggest that CWC22 knockdown–induced defects in DNA damage repair pathways, along with R-loop formation, lead to the accumulation of DNA damage and subsequent suppression of CDK1 activity, thereby causing a delay in G2-phase progression.

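The gene sets of Fig. S3D were not used here either, and 120 tested genes of a hand-written list of DNA repair genes stood in for them. The median log2 fold change of the list was -0.19, with 77 of 120 genes lower in Dox(+) (camera with the preset correlation, p = 0.0148 after Benjamini-Hochberg adjustment over 6 lists). It was -0.14 in Dox(+) replicate 1 and -0.16 in Dox(+) replicate 2. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 27 genes were lower and 6 higher over all genes, and 31 were lower and 8 higher adjusted over the list alone. The lower genes included *FANCL* with a log2 fold change of -1.41 (standard error 0.26), *MBD4* with -1.40 (0.18), *MSH3*, which holds the 7-base site of the shRNA's seed, with -1.38 (0.18), *ATR* with -1.31 (0.20) and *BRCA1* with -1.18 (0.16). The largest rise past the threshold was that of *FANCG*, with 1.11 (0.19). Among 10000 lists matched in exon number, transcript length, GC content and expression, 17.3% had a median as low, and the typical matched list had a median of -0.14.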

We found that CWC22 is highly expressed in pancreatic and cervical cancers, and that CWC22 knockdown represses cancer cell proliferation following chromosome misalignment and subsequent mitotic slippage–mediated WGD, accompanied by downregulation of SAC-regulatory genes without IR (Fig. 9). Several splicing factors are highly expressed in certain cancers and contribute to their proliferation (48), and this is consistent with the notion that cancer cells require highly efficient transcription–splicing coupling for rapid proliferation. Moreover, although CIN caused by WGD or aneuploidy can lead to stochastic carcinogenesis, excessive CIN could paradoxically induce cancer cell death (49), consistent with the “just-right” model of CIN in cancers (50). Collectively, these results suggest the possibility that rewiring the higher expression of CWC22 supports transcription of target genes required for cancer cell division, thereby preventing excessive CIN and contributing to cancer progression.

In conclusion, we demonstrate that targeting CWC22 efficiently induces cancer cell death following disruption of cell cycle progression, and this might be partly because of the induction of excessive CIN. Targeting highly expressed splicing factors in cancers has been reported to strongly repress cancer progression, similar to the effects observed upon CWC22 depletion (51, 52), and various splicing inhibitors have been developed and are currently in clinical trials (17, 53); therefore, CWC22-targeting agents might also be a promising therapeutic strategy for pancreatic ductal adenocarcinoma or cervical squamous cell carcinoma. Since CWC22 knockdown leads to both DNA damage accumulation and mitotic abnormalities, DNA-damage or microtubule-targeting agents might potentiate the cytotoxic effect of CWC22 intervention. Furthermore, re-expression of the EJC-binding–deficient mutant caused stronger cell death than CWC22 knockdown alone (Fig. 4*C*); therefore, targeting NMD machinery might also be an efficient anticancer therapy. Further studies are required to reveal the clinical significance of targeting CWC22 in cancers.

## Experimental procedures

### Cells

MIA PaCa-2 (RIKEN BRC), HeLa S3 (Japanese Collection of Research Bioresources), and Lenti-X 293T (Clontech Laboratories) cells were cultured in Dulbecco’s modified Eagle’s medium containing 10%, 5%, and 5% fetal bovine serum with 20 mM Hepes–NaOH (pH 7.4) at 37 °C in 5% CO_2_, respectively.

### Plasmids

Human CWC22 complementary DNA (cDNA) was obtained from Lenti-X 293T cells by PCR, fused to the N-terminal HA tag, and inserted into the pENTR4-no-ccDB (686-1) vector (a gift from Eric Campeau and Paul Kaufman [Addgene plasmid #17424; http://n2t.net/addgene:17424; Research Resource Identifier [RRID]: Addgene_17424]) (54) with the start codon removed from the multicloning site [pENTR4-no-ccDB (upATG−)]. The siRNA-resistant CWC22 construct was created by PCR-mediated introduction of a silent mutation into the siCWC22#1 target site with (sense) 5′-TCTAGAAAATCCCCATCTCCTGGGAGG-3′ and (antisense) 5′-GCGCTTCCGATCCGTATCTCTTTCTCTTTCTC-3′ [pENTR4_HA-CWC22(WT)]. The N-terminal deletion mutant of CWC22 was generated [pENTR4_HA-CWC22(110–908)] by inverse PCR from the template pENTR4_HA-CWC22(WT) plasmid with (sense) 5′-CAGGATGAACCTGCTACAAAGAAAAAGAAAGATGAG-3′ and (antisense) 5′-GGCGTAGTCGGGCACGTC-3′. The deletion mutants of CWC22 were generated by inverse PCR from the template pENTR4_HA-CWC22(110–908) plasmid using primers as follows: CWC22(110–665), (sense) 5′-TAATCTAGACCCAGCTTTCTTGTACAAAG-3′ and (antisense) 5′-TTTATTTTGCTCAACATCTGGTTTCTGC-3′; CWC22(110–409), (sense) 5′-TAATCTAGACCCAGCTTTCTTGTACAAAG-3′ and (antisense) 5′-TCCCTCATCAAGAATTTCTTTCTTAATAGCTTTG-3′. The mutant CWC22 with the Asn171 to Asp substitution (N171D) and Lys172 to Glu substitution (K172E) was generated [CWC22(110–665) DEmut] by inverse PCR from the template pENTR4_HA-CWC22(110–665) plasmid with (sense) 5′-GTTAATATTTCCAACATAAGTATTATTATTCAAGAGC-3′ and (antisense) 5′-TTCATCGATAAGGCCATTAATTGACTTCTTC-3′. These plasmids were recombined with pLIX_402 (gifted by David Root, plasmid 41394; Addgene) (55) lentiviral plasmids using the Gateway left–right reaction according to the manufacturer’s instructions (Thermo Fisher Scientific). pDONR223-BUB1B (Addgene plasmid #23858; http://n2t.net/addgene:23858; RRID: Addgene_23858) and pDONR223-BUB1 (Addgene plasmid #23612; http://n2t.net/addgene:23612; RRID: Addgene_23612) were gifts from William Hahn and David Root (56). BUB1B and BUB1 cDNAs were fused to the N-terminal FLAG and HA tags and inserted into the pENTR4-no-ccDB (upATG−) vector, respectively. The BUB1B plasmid was recombined with pLIX_402 as indicated above. The BUB1 plasmid was recombined with PB-TA-ERN piggyBac transposon Destination vector (gifted by Knut Woltjen, Addgene plasmid #80474; http://n2t.net/addgene:80474; RRID: Addgene_80474) (57) using the Gateway left–right reaction according to the manufacturer’s instructions (PB-TA-ERN_HA-BUB1). Cyclin B1 cDNA was obtained from a human cyclin B1-MmGFP construct (provided by J. Pines) (58) by PCR, fused to the N-terminal strep-HA tag, and inserted into the pENTR4-no-ccDB (upATG−) vector. Then, this plasmid was recombined with PB-TA-ERP2 piggyBac transposon Destination vector (gifted by Knut Woltjen, Addgene plasmid #80477; http://n2t.net/addgene:80477; RRID: Addgene_80477) (57) using the Gateway LR reaction according to the manufacturer’s instruction (PB-TA-ERP2_strep-HA-cyclin B1).

### RNA interference

MIA PaCa-2 cells and HeLa S3 cells were transfected with 10 pmol/well of siRNA in a 24-well plate or 1.25 pmol/well of siRNA in a 96-well plate using the Lipofectamine 2000 reagent (Thermo Fisher Scientific). siCWC22#1 (5′-CGGAAAAGGTCTCGGAAAT-3′) and CWC22#2 (5′-CAACAGAGGACATACGAAA-3′) were synthesized by MilliporeSigma. The oligonucleotides for CWC22 shRNA (shCWC22#2 [sense] 5′-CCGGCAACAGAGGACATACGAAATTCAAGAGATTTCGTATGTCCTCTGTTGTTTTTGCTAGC-3′ and [antisense] 5′-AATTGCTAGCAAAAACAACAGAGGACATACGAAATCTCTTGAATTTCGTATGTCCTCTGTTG-3′) were annealed and inserted into the Tet-pLKO-puro vector (Tet-pLKO-puro/shCWC22#2) (a gift from Dmitri Wiederschain [Addgene plasmid #21915; http://n2t.net/addgene:21915; RRID: Addgene_21915]) (59).

### Establishment of inducible cell lines *via* lentiviral transduction

To establish the Dox-inducible cell lines of CWC22, BUB1B, and CWC22 shRNA, Lenti-X 293T cells were cotransfected with 0.8 μg of pCAG-HIVgp, 0.8 μg of pCMV-VSV-G-RSV-Rev, and 1.2 μg of pLIX_402 vector harboring either construct or Tet-pLKO-puro/shCWC22#2 using PEIMAX (Polysciences) in a 35-mm dish. The medium was changed the next day after transfection, and the virus-containing medium was harvested 48 h after medium change and passed through a 0.45-mm filter. MIA PaCa-2 cells were infected with 80 μg/ml polybrene (MilliporeSigma) for 2 consecutive days and selected in 2 μg/ml puromycin (StressMarq Biosciences). To establish the Dox-inducible cell lines of BUB1 or cyclin B1, MIA PaCa-2 cells were cotransfected with 420 ng of PB-TA-ERN_HA-BUB1 or PB-TA-ERP2_strep-HA-cyclin B1 and 80 ng of Super PiggyBac Transposase vector (V012800; NovoPro Bioscience) using Lipofectamine 2000 in a 24-well plate. At 2 days after transfection, the cells expressing inducible BUB1 and cyclin B1 were selected in 1 mg/ml G418 and 1 μg/ml puromycin, respectively.

### Chemicals

The Eg5 inhibitor STLC (MilliporeSigma) was used at 5 μM. The proteasome inhibitor MG132 (3175-v; Peptide Institute) was used at 40 μM. The APC/C inhibitor proTAME (HY-124955; MedChemExpress; SML3977; MilliporeSigma) was used at 5 μM. The Wee1 inhibitor MK-1775 (CS-0105, ChemScene) was used at 20 nM.

### Antibodies

The following primary antibodies were used for immunofluorescence (IF), immunoblotting (IB), and FC: rat monoclonal anti-α-tubulin (IF, 1:800 dilution; IB, 1:4000 dilution; MCA78G; Bio-Rad), rabbit polyclonal anti-CWC22 (IB, 1:1000 dilution; 26898-1-AP, Proteintech Group, Inc), rabbit polyclonal anti-cyclin B1 (IF, 1:250 dilution; IB, 1:2000 dilution; FC, 1:250 dilution; sc-752, Santa Cruz Biotechnology), mouse monoclonal anti-HA-tag (IB, 1:1000 dilution; M180-3, Medical and Biological Laboratories), mouse monoclonal anti-Cdc2 p34 (IB, 1:500 dilution; sc-54, Santa Cruz Biotechnology), rabbit monoclonal anti-phospho-Cdc2 (Tyr-15) (1:500 dilution; #4539, Cell Signaling Technology), rabbit polyclonal anti-BUB1B (IB, 1:2000 dilution; 11504-2-AP, Proteintech Group, Inc), mouse monoclonal anti-FLAG (IB, 1:1000 dilution; F1804, MilliporeSigma), mouse monoclonal anti-p21 (IB, 1:400 dilution; #2946, Cell Signaling Technology), rabbit polyclonal anti–phospho-Histone H2A.X (Ser139) (IB, 1:500 dilution; #2577, Cell Signaling Technology), goat polyclonal anti-Histone H3 (IB, 1:400 dilution; sc-8654, Santa Cruz Biotechnology) antibodies. We validated the antibodies for IF based on the appropriate fluorescence signal of the protein at the previously reported localization. We validated the antibodies for IB based on the correct band size of the protein or the decrease in the level of the protein band following knockdown. For IF, Alexa Fluor 488–labeled donkey anti-rabbit and anti-rat (1:800 dilution; Life Technologies) immunoglobulin G (IgG) antibodies were used. For IB, horseradish peroxidase–conjugated anti-mouse (1:8000 dilution; 715-035-151), anti-rabbit (1:8000 dilution; 711-035-152), anti-rat (1:8000 dilution; 712-035-153), and anti-goat (1:8000 dilution; 705-035-147) IgG antibodies were purchased from Jackson ImmunoResearch. For FC, Alexa Fluor 488–labeled donkey anti-rabbit IgG antibody was used.

### Cell-cycle synchronization

STLC, an inhibitor of the Eg5 motor protein, was used for cell cycle synchronization in mitosis. Mitotic cells were collected by mitotic shake-off for use in Western blotting. To examine the effect of CWC22 knockdown on mitotic slippage under synchronization conditions, cells were treated with 4 mM thymidine (MilliporeSigma) for 20 h. After a 7-h release from thymidine, cells were treated with STLC for 1 h and subjected to time-lapse imaging. To analyze the effects of knockdown of CWC22 on chromosome alignment, CWC22-knockdown cells were treated with 40 μM MG132 for 60 min to prevent the onset of anaphase, fixed, and subjected to IF staining.

### IF microscopy

IF staining was performed as previously described (60). Briefly, formaldehyde-fixed cells were permeabilized and blocked with PBS(−) containing 0.1% saponin and 3% bovine serum albumin (BSA) for 30 min, incubated with the primary antibody for 1 h, and subsequently with the secondary antibody for 1 h along with 1 μM Hoechst 33342 for DNA staining. The fluorescence images were obtained using an IX-83 fluorescence microscope (Olympus) equipped with a 40×/0.45 numerical aperture or a 60×/1.42 numerical aperture oil-immersion objective lens (Olympus). The optical system included a U-FUNA filter cube (360–370 nm excitation, 420–460 nm emission) and a U-FBNA cube (470–495 nm excitation, 510–550 nm emission) to observe the Hoechst 33342 and Alexa Fluor 488 fluorescence, respectively. The captured images were edited using ImageJ (National Institutes of Health), Photoshop CC, and Illustrator CC software (Adobe). The mean fluorescence intensity of cyclin B1 in Figure 2 was measured by enclosing the entire cell using the ImageJ software.

### Time-lapse imaging

Time-lapse imaging analysis was performed as previously described (61). Briefly, regarding the short-term analysis, MIA PaCa-2 or HeLa S3 cells were transfected with siRNAs and treated with inhibitors as described in the figure legends. The cells were then treated with 0.1 μM Hoechst 33342, and time-lapse imaging was performed using a high-content imaging system (Operetta; PerkinElmer Life Sciences) at 37 °C in 5% CO_2_. Regarding the long-term analysis, cells were transfected with siRNAs as described in the figure legends. One day after transfection, cells were treated with 0.05 μM Hoechst 33342, and time-lapse imaging was performed using a BZ-X810 fluorescence microscope (Keyence) at 37 °C in 5% CO_2_.

### Western blotting

Western blotting was performed as previously described (62). Briefly, the cells were lysed in SDS sample buffer containing protease inhibitors (10 μg/ml aprotinin [Fujifilm Wako Pure Chemicals], 4 μg/ml pepstatin A [Peptide Institute, Inc], 10 μg/ml leupeptin [Nacalai Tesque], 2.5 mM EGTA–KOH (MilliporeSigma), and 1 mM PMSF [Nacalai Tesque]). The whole cell lysates were subjected to SDS-PAGE and electrotransferred onto polyvinylidene difluoride membranes (Pall Corporation). Blocking to minimize nonspecific interactions was done with Blocking One (Nacalai Tesque), 5% skim milk, or 5% BSA in Tween 20-containing Tris-buffered saline (20 mM Tris–HCl [pH 7.5], 137 mM NaCl, and 0.1% Tween-20) at room temperature for 30 min. Later, the membranes were incubated with the antibodies, which were diluted with Tween 20-containing Tris-buffered saline containing 5% Blocking One, 5% skim milk, or 5% BSA. Clarity (Bio-Rad) or Chemi-Lumi One Ultra (catalog no. 11644; Nacalai Tesque) was used as the chemiluminescence substrate. A ChemiDoc XRSplus image analyzer (Bio-Rad) was used for the chemiluminescence detection and band intensity analysis.

### RNA-Seq

Mitotic cells were collected by mitotic shake-off. Total RNA was purified using NucleoSpin RNA Plus (740984; Takara Bio) and subjected to RNA-Seq by Rhelixa, Inc. In brief, mRNA was isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs), and a cDNA library for sequencing was prepared using NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs). Finally, samples were subjected to sequencing at 150 bp x2 by Illumina NovaSeq X Plus. The raw data have been deposited on the Gene Expression Omnibus database (accession number: GSE310789). Reads were mapped with STAR (version 2.7.10a) to ENSEMBL genome assembly GRCh37.87, indexed with SAMtools, and features counted with featureCounts. Differential expression was analyzed on the gene level with DESeq2 (63) and visualized as a volcano plot. GSEA was conducted with GSEApy (version 0.9.8) (64) using the preranked list of genes derived from DESeq2 analysis. GSEApy’s prerank function was used with standard parameters, except min_size, max_size,m and permutation whose values were set to 10, 1,000, and 10,000, respectively. Gene expression values were calculated as count per million reads, and a heatmap was visualized using the calculated z-score. IR was detected and characterized using IRFinder (version 1.3.1) (37). Introns with IR ratio >10%, intron depth >4, and splicing exact >10 were defined as being retained, as previously described (65). Differential IR between samples was analyzed using the Audic and Claverie test, and an absolute difference in the IR ratio (ΔIR = IR_Dox(+)_ − IR_Dox(−)_) was calculated.

### Real-time PCR

Total RNAs were isolated using the Sepasol-RNA I Super G (Nacalai Tesque), and cDNAs were prepared from RNAs using the ReverTra Ace qPCR RT Master Mix (TOYOBO). We used the following primers for PCR: BUB1, (sense) 5′-CGGCGGCTTCTAGTTTGCGG-3′ and (anti-sense) 5′-TGTGGGCTTCAAGCATCTGAAGGA-3′; BUB1B (BubR1), (sense) 5′-AGGACCAGCAGACAGCTTGTG-3′ and (anti-sense) 5′-AAGCCAGAGGAGTGTGTGGC-3′; and 18S rRNA, (sense) 5′-TGCGCCGCTAGAGGTGAAATT-3′ and (anti-sense) 5′-TGGCAAATGCTTTCGCTCT-3′. Quantitative PCR was performed using the Thunderbird Next SYBR qPCR Mix (TOYOBO) and QuantStudio 1 (Thermo Fisher Scientific) with an initial denaturation (30 s at 95 °C), denaturation (40 cycles of 5 s at 95 °C), and annealing/extension (10 s at 64 °C). 18S rRNA was used as an endogenous control, and the relative gene expression was evaluated using the ΔΔCt method.

### Flow cytometry

To collect dead and detached cells, floating cells in culture supernatants were collected and mixed with cells detached by trypsinization. The cells were fixed with 70% ethanol at −30 °C for 1 h. After washing the cells with PBS(−) containing 3% calf serum plus 0.1% Triton X-100, the cells were incubated at room temperature with anti-cyclin B1 antibody and subsequently with Alexa Fluor 488-labeled donkey anti-rabbit IgG antibody in PBS(−) containing 3% calf serum plus 0.1% Triton X-100 for 1 h in the dark. Then, the cells were stained for DNA with 50 μg/ml propidium iodide plus 200 μg/ml RNase A at 37 °C for 30 min in the dark. Immediately, the stained cells were analyzed using a flow cytometer equipped with a 488 nm solid-state blue laser (BD Accuri C6 Plus; BD Biosciences). Debris was excluded based on the forward and side scatter profiles. FlowJo software (Tree Star) was used for data analysis and plotting.

### Proliferation assay

Cells seeded in a 96-well plate were transfected with siRNAs after 1 day of culture and subsequently cultured for 5 days. Cells were trypsinized on 2, 4, and 6 days of culture, and viable cell numbers were counted.

### Statistics

Statistical differences between the two datasets were analyzed using Student's *t* test or Welch's *t* test after analysis of variance by *F* test. The parametric statistical tests among more than two datasets were performed using one-way ANOVA with Tukey's *post hoc* test or Dunnett's *post hoc* test, or Welch's ANOVA with Games–Howell *post hoc* test, depending on their variance that was analyzed using Bartlett's test. The nonparametric statistical tests among more than two datasets were performed using Kruskal–Wallis test with Steel or Steel–Dwass *post hoc* test. Statistical analysis was performed using EZR software (version 1.55; Saitama Medical Center, Jichi Medical University) (66) and R software (version 4.1.2; R Foundation for Statistical Computing). Statistical differences of the degree of IR were analyzed using the IRFinder program with Audic and Claverie tests. Statistical differences of the differentially expressed genes were analyzed using the DESeq2 library with Wald's test. Overall survival was analyzed by the Kaplan–Meier method, and the log-rank test was used to compare survival distributions between groups. The data analysis was conducted using Python (version 3.12.11) within the Google Colab environment.

## Data availability

The data used to support the findings of the study are available from the corresponding author upon reasonable request.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Targeting the splicing factor CWC22 induces mitotic slippage through repression of BubR1 expression and CDK1 activity in cancer cells
**Source:** J Biol Chem. 2026 Jan 12;302(3):111148. doi: 10.1016/j.jbc.2026.111148
**Supplement:** Supplementary Material 1

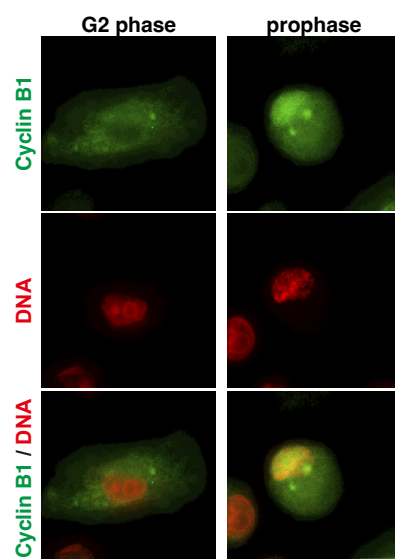

**Figure S1**

**A**

MIA PaCa-2

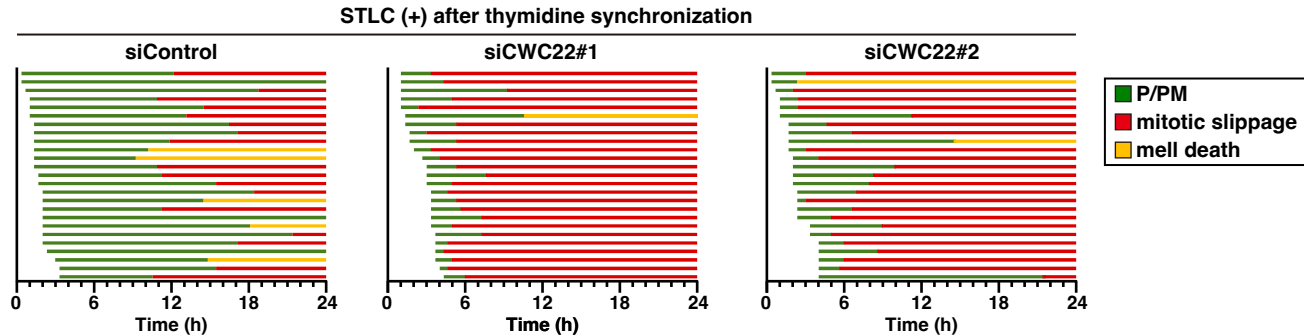

**B**

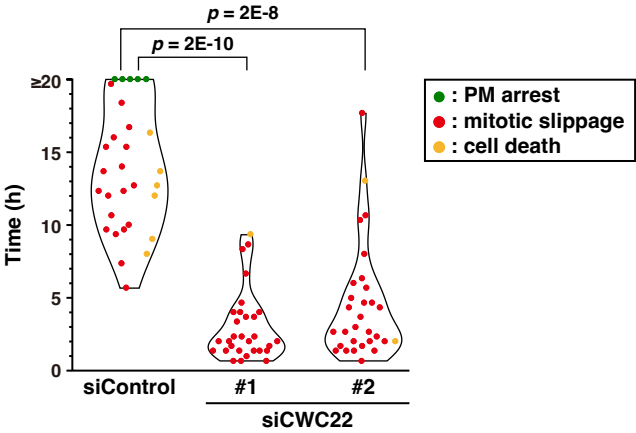

Figure S2

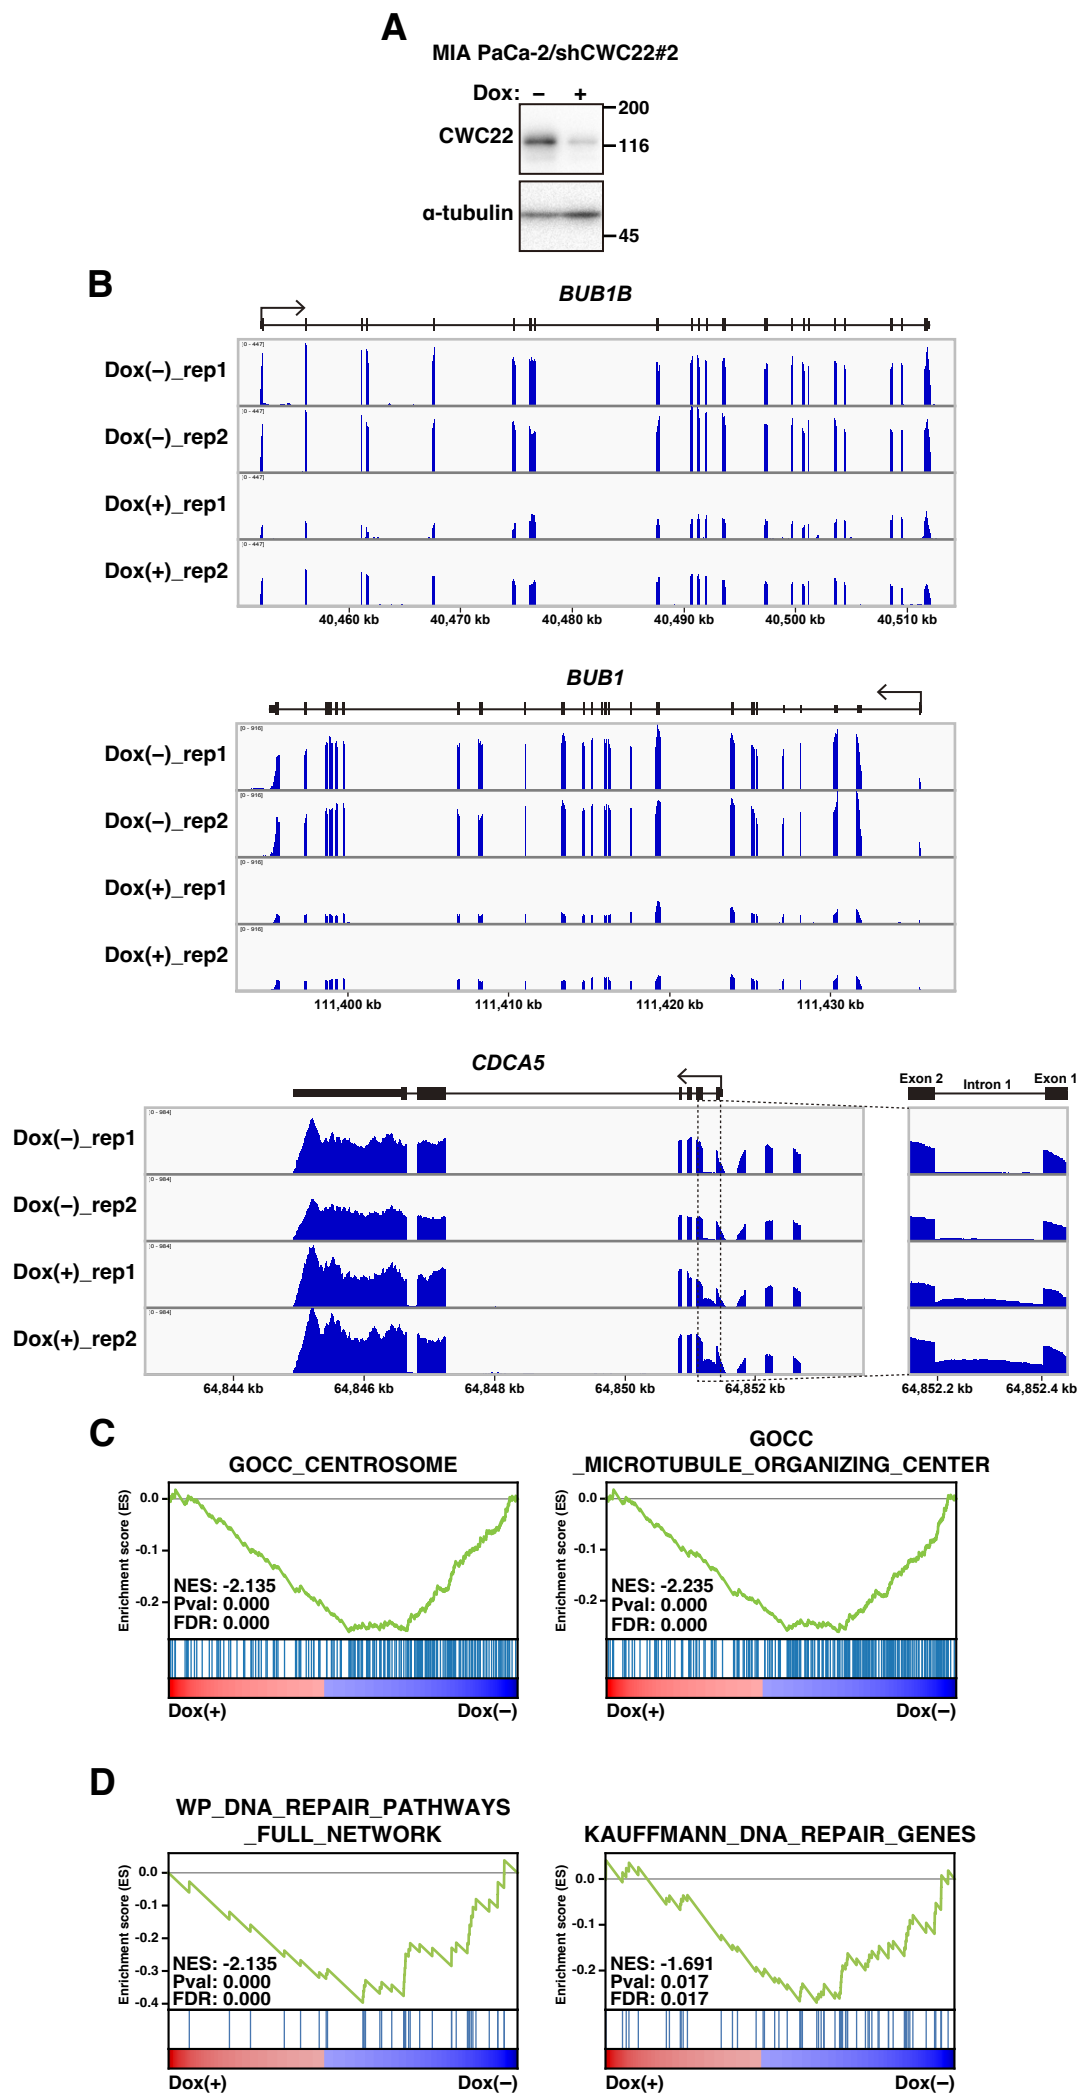

**Figure S3**

**A**

MIA PaCa-2/HA-Bub1

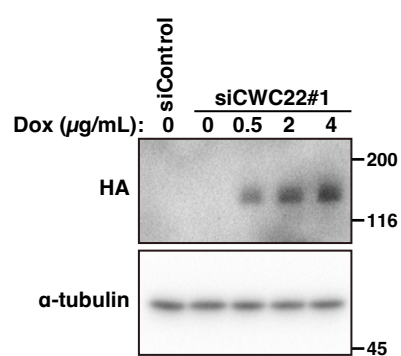**B**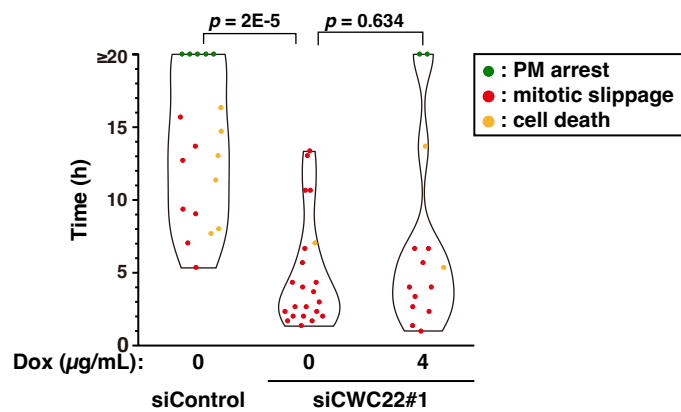**Figure S4**

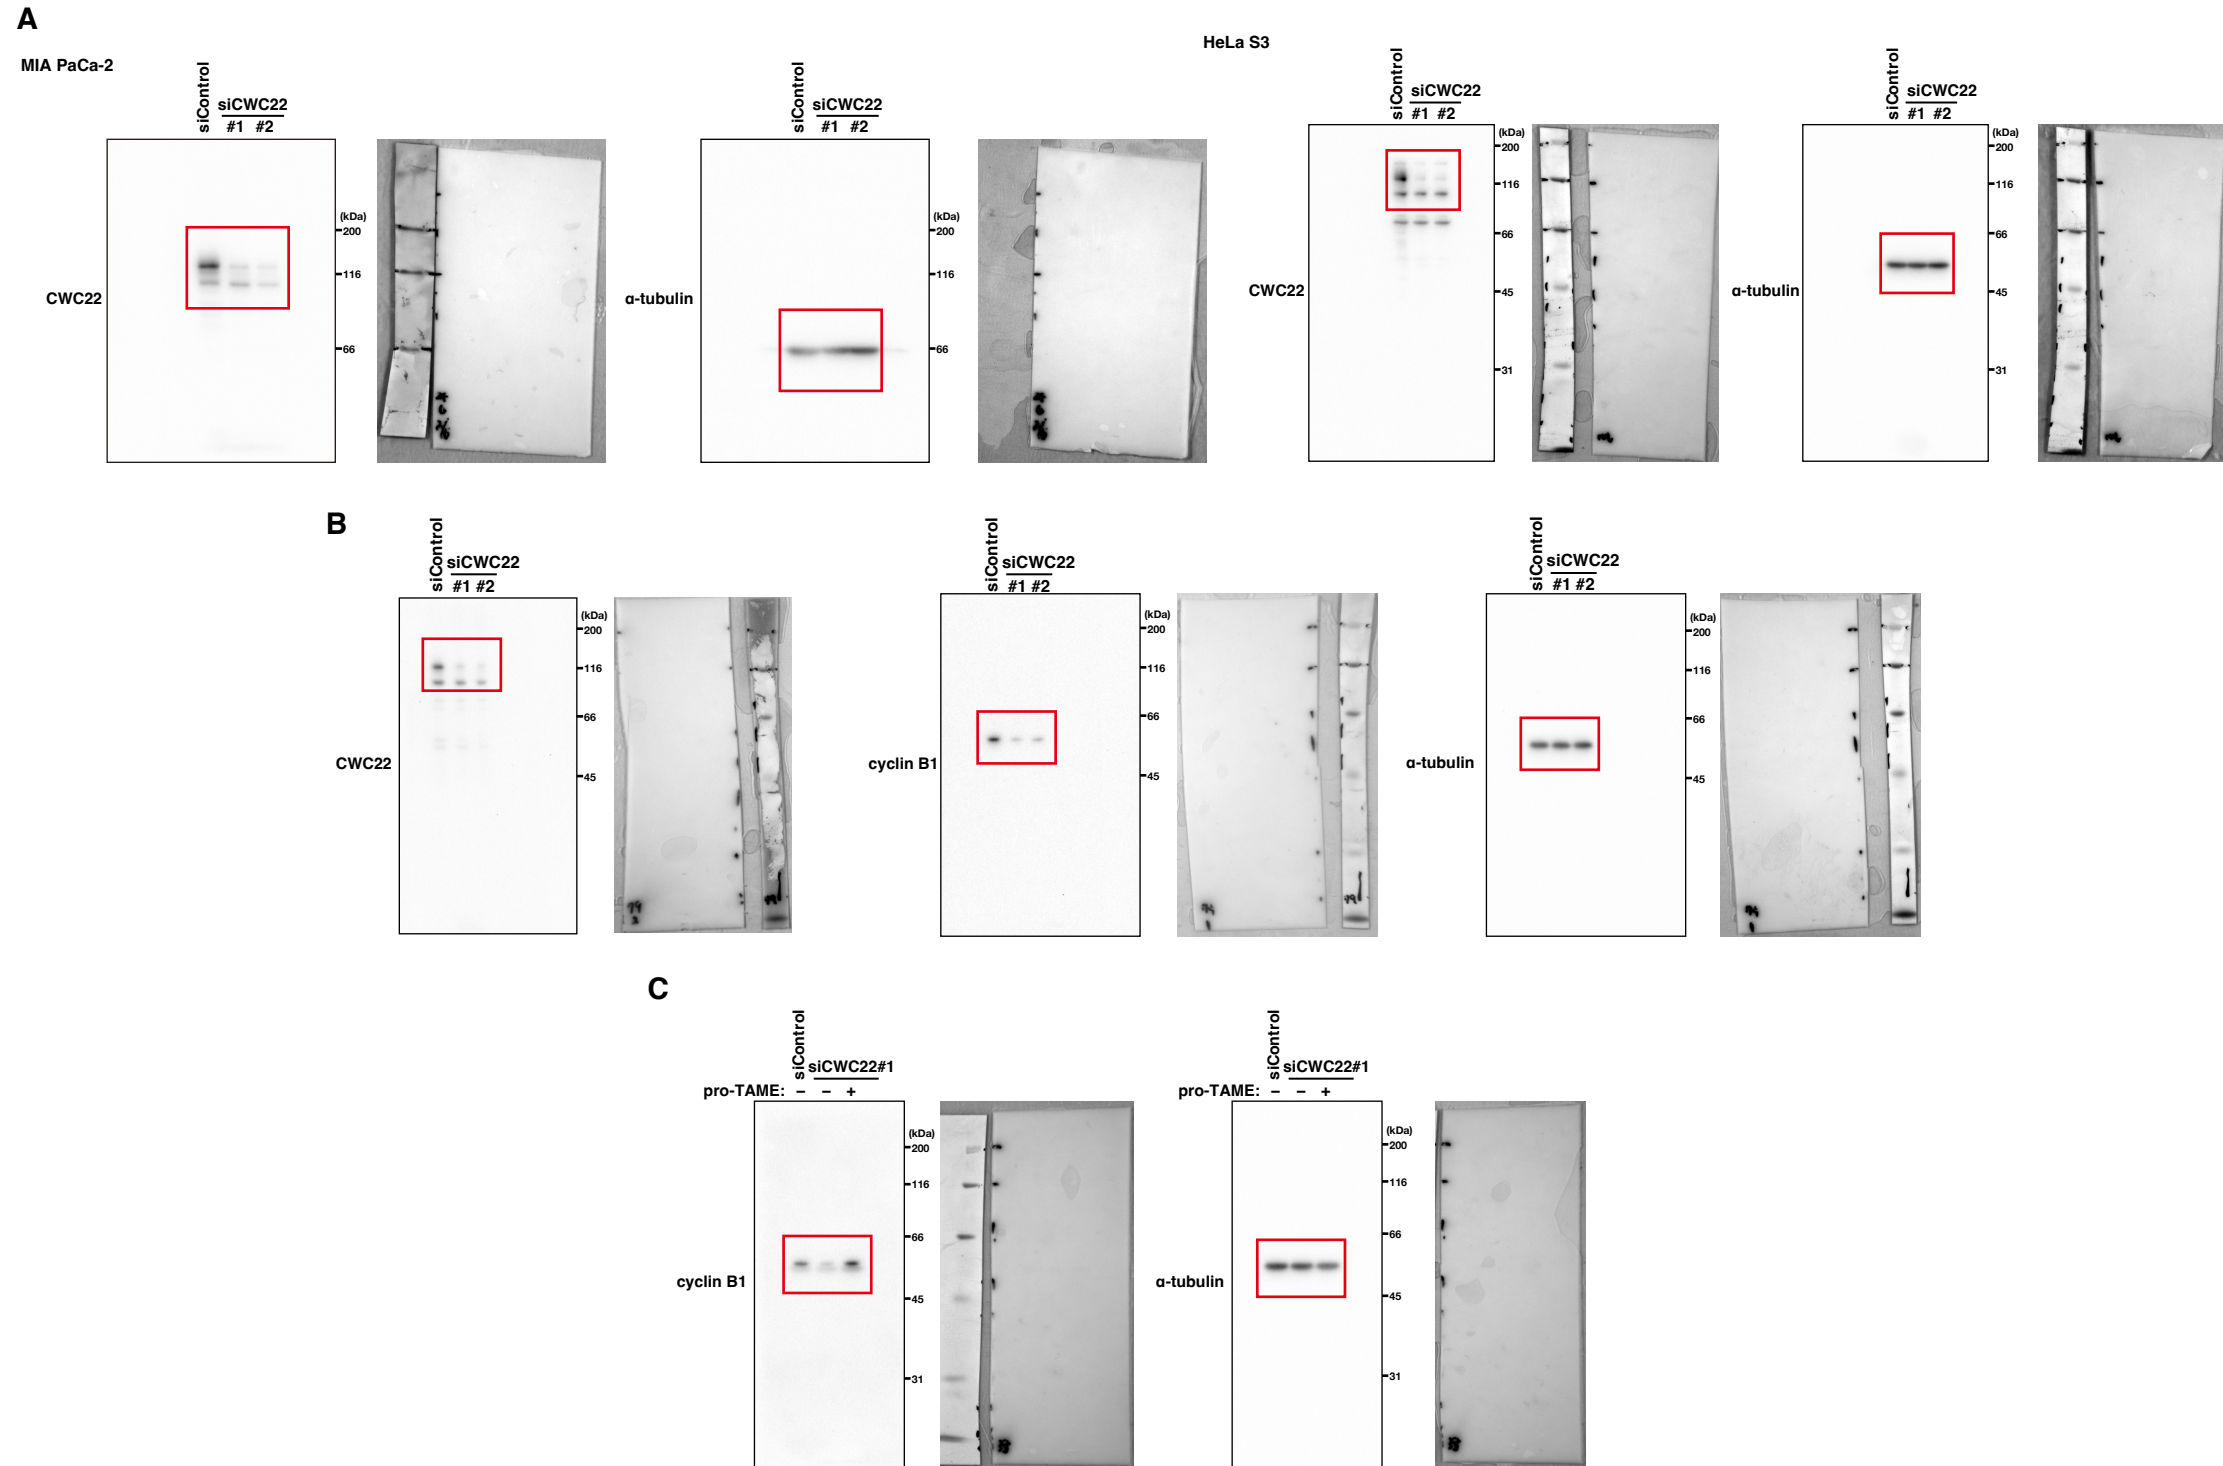

**Figure S5-1**

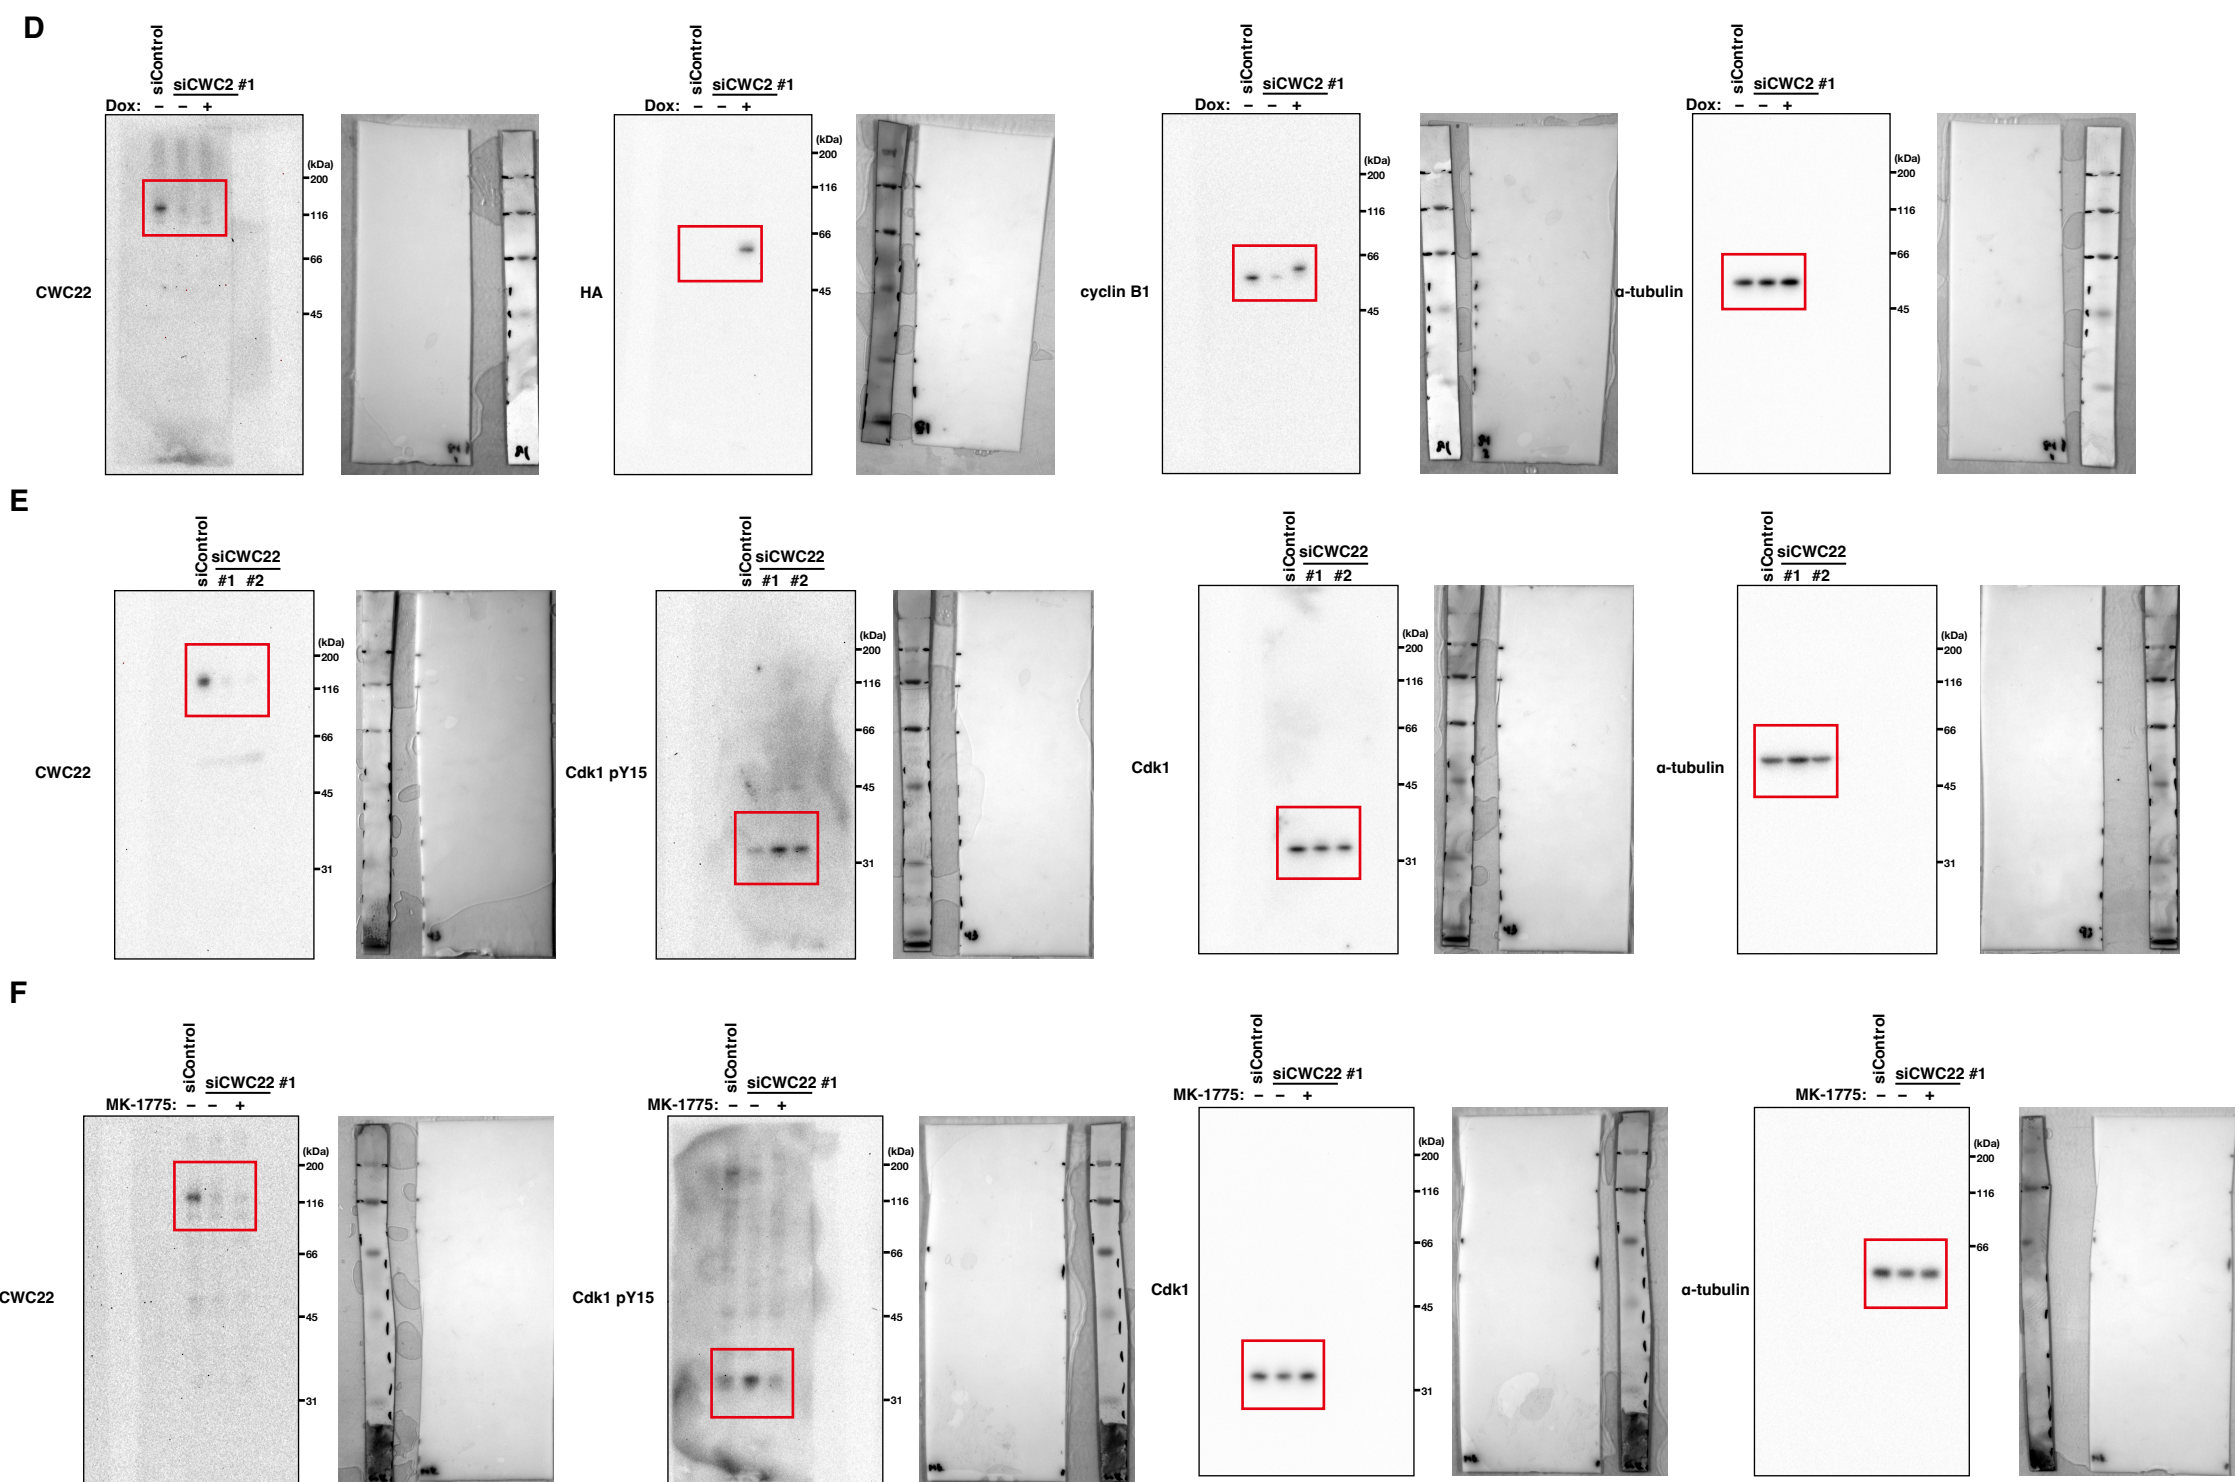

**Figure S5-2**

G

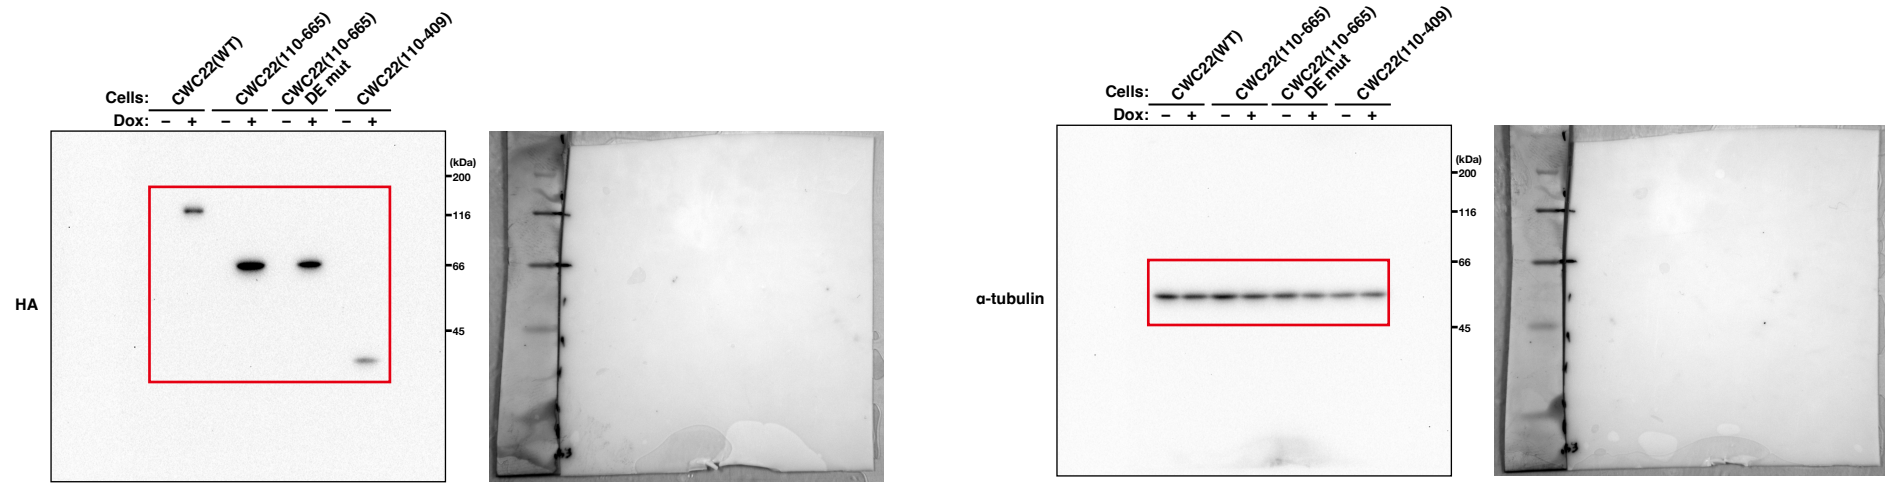

H

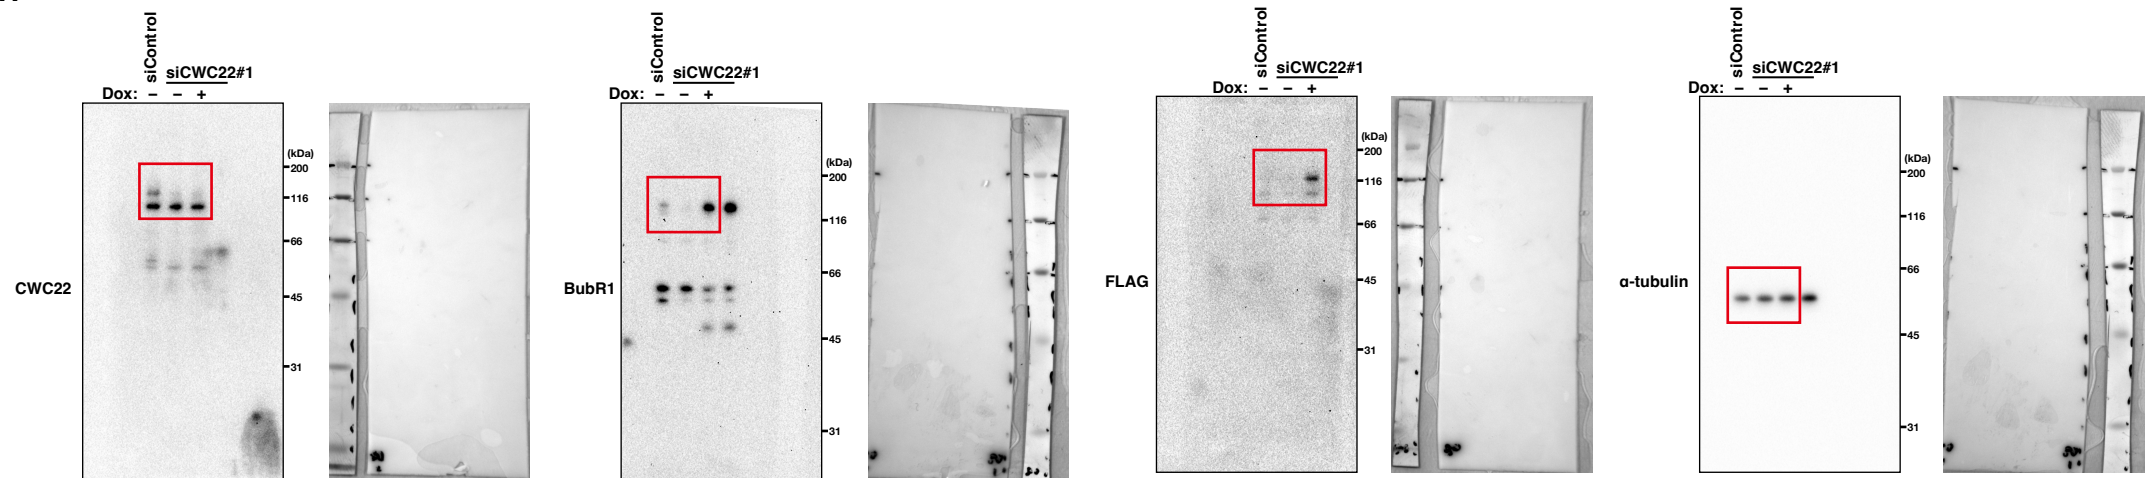

Figure S5-3

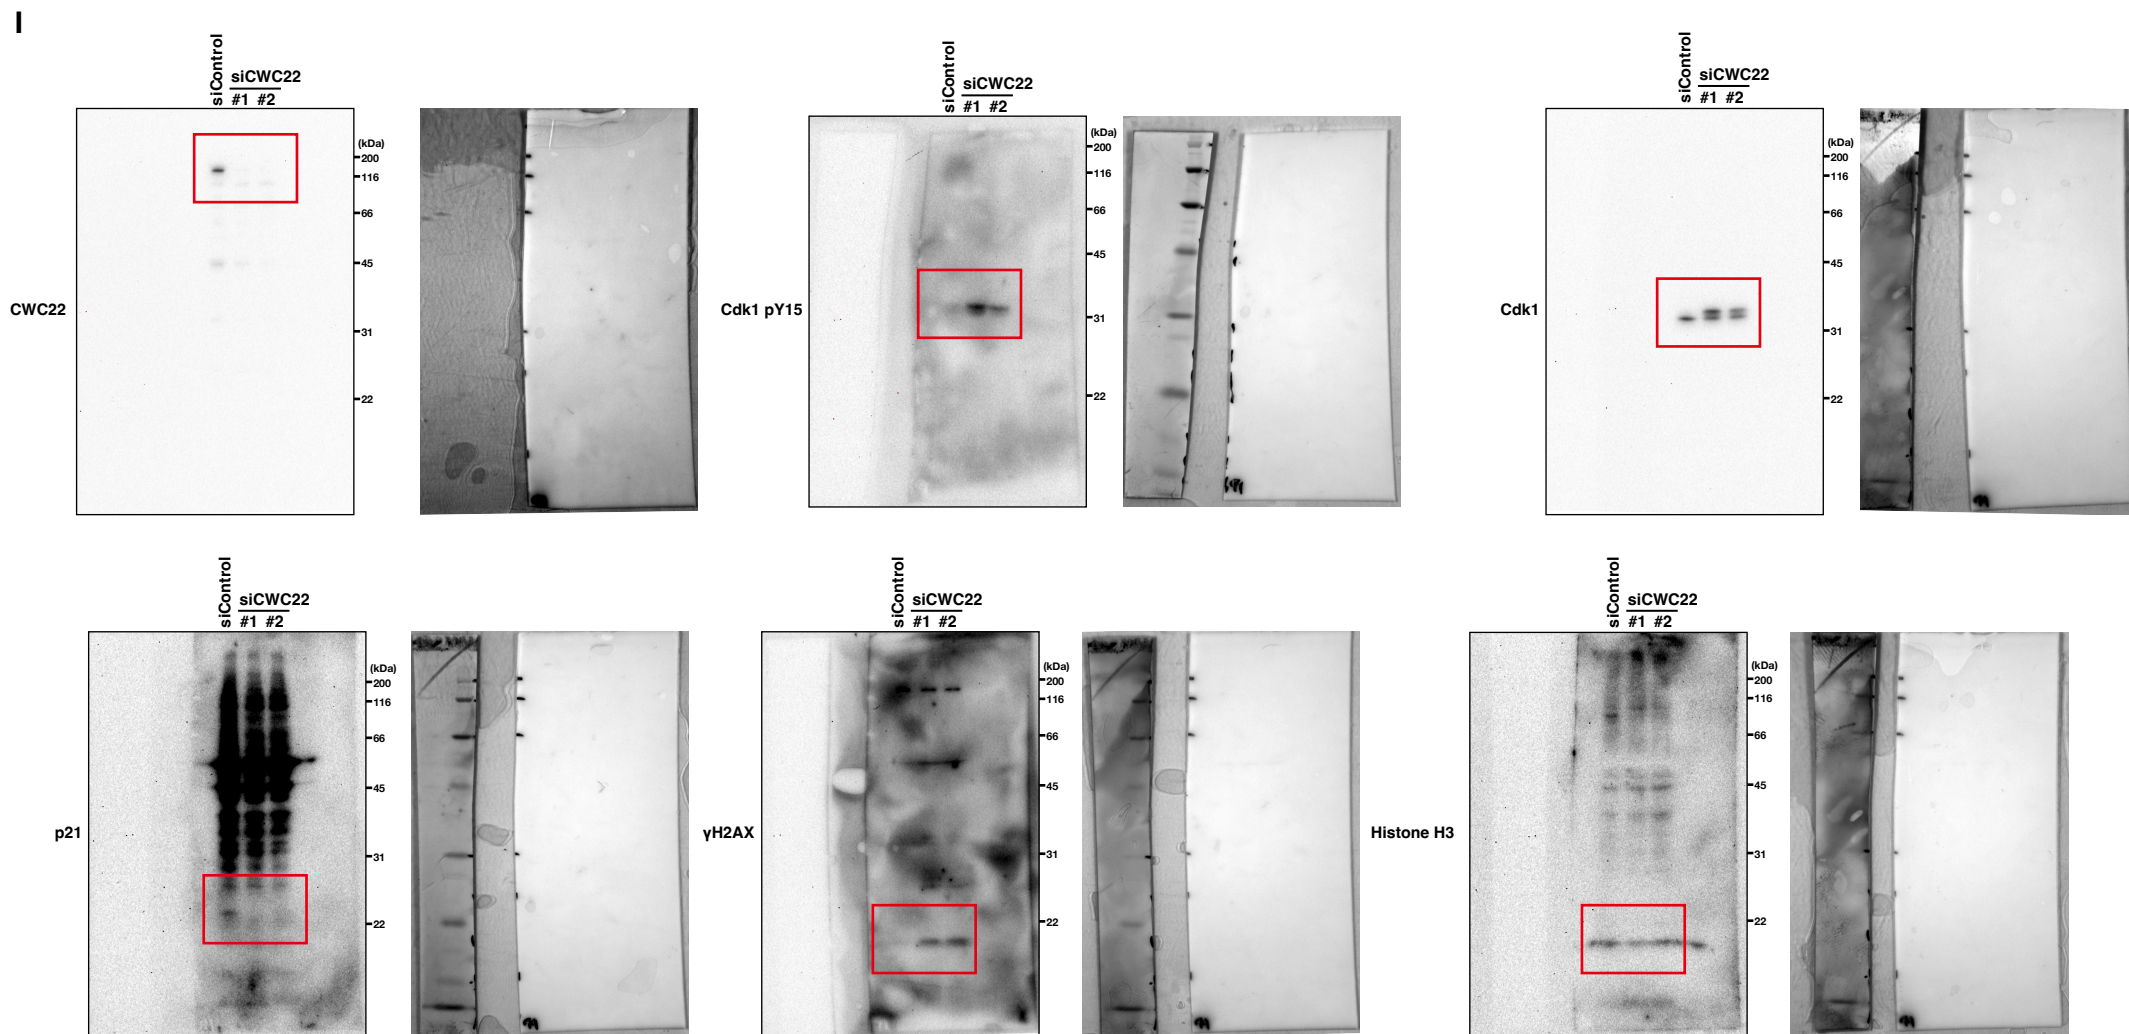

Figure S5-4

**J**

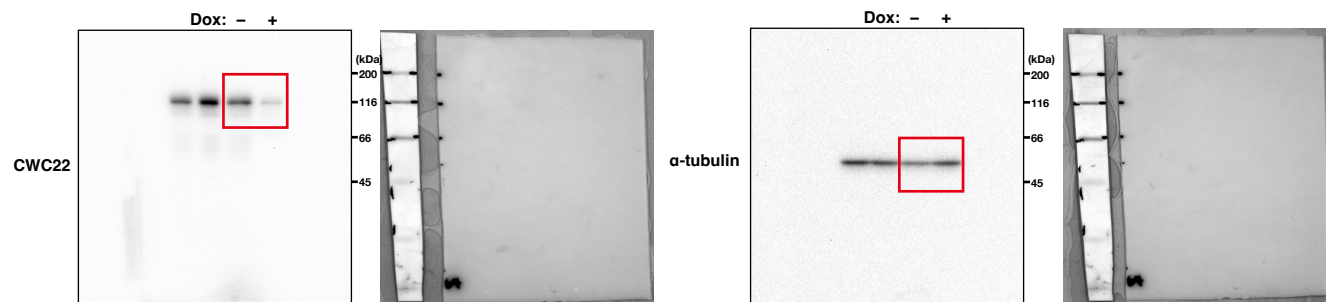

**K**

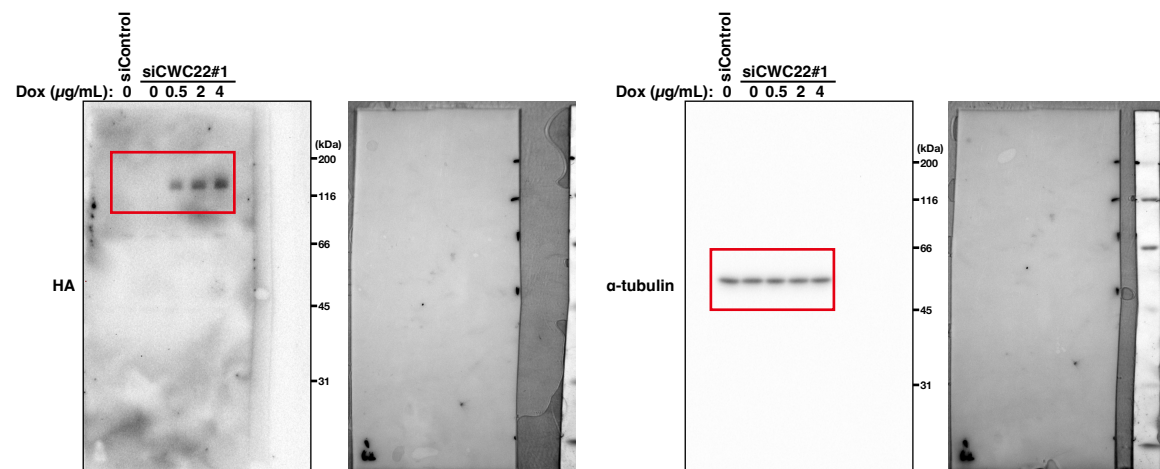

**Figure S5-5**

# Supplementary material for: Targeting the splicing factor CWC22 induces mitotic slippage through repression of BubR1 expression and CDK1 activity in cancer cells
**Source:** J Biol Chem. 2026 Jan 12;302(3):111148. doi: 10.1016/j.jbc.2026.111148
**Supplement:** Supplementary Material 2

**Targeting the splicing factor CWC22 induces mitotic slippage through repression of BubR1 expression and CDK1 activity in cancer cells**

**Ryuzaburo Yuki^*^, Youhei Saito, and Yuji Nakayama^*^**

**Supporting information**

**Fig. S1. Cyclin B1 localization in G2 phase cells**

Related to Fig. 2C, representative images of prophase and G2 phase cells are shown. Scale bar, 10 µm.

**Fig. S2. CWC22 knockdown accelerates mitotic slippage under the synchronization condition**

MIA PaCa-2 cells or HeLa S3 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1 and #2). At 19 h after siRNA transfection, the cells were treated with 4 mM thymidine for 20 h, washed with PBS(−), and cultured for a further 7 h. The cells were treated with 5 µM STLC for 1 h and monitored for 24 h by time-lapse imaging with 0.1 µM Hoechst 33342. (**A**) The duration of each mitotic phase is shown as indicated in Fig. 1D. (**B**) The duration of mitosis until mitotic slippage (red) or cell death (yellow) is shown as indicated in Fig. 2B (n = 30). p-values were determined using the Steel test.

**Fig. S3. RNA-seq analysis using MIA PaCa-2 cells expressing inducible CWC22#2 shRNA.**

(**A**) MIA PaCa-2/shCWC22#2 cells were treated with 4 µg/mL Dox for 48 h, and western blot analysis was performed with the indicated antibodies. (**B**) IGV genome browser tracks showing intron retention levels in *BUB1B*, *BUB1*, and *CDCA5* loci were shown in control and CWC22-knockdown mitotic cells. A magnified image of the intron 1 region of *CDCA5* was shown on the right. (**C**) GSEA plots for the gene set “GOCC_CENTROSOME” and “GOCC_MICROTUBULE_ORGANIZING_CENTER” between Dox-treated and untreated cells is shown. (**D**) GSEA plots for the gene set “WP_DNA_REPAIR_PATHWAYS _FULL_NETWORK” and “KAUFFMANN_DNA_REPAIR_GENES” between Dox-treated and untreated cells is shown.

**Fig. S4. Knockdown-rescue experiment of Bub1.**

(**A**) MIA PaCa-2/HA-Bub1 cells were transfected with control siRNA (siControl) or CWC22-targeting siRNAs (siCWC22#1) in the presence or absence of 0.5–4 µg/mL Dox. 36 h after transfection, the cells were treated with 5 µM STLC for 12 h. The mitotic cells were collected via mitotic shake-off, and western blot analysis was performed with the indicated antibodies. (**B**) At 39 h after transfection, the cells were treated with 5 µM STLC for 1 h and monitored for 24 h by time-lapse imaging with 0.1 µM Hoechst 33342. The duration of mitosis until mitotic slippage (red) or cell death (yellow) is shown as indicated in Fig. 2B. *p*-values were determined using Steel–Dwass test in panel (B).

**Fig. S5. Full-length blots.**

How the deposited data were processed for this re-analysis (not part of the article)

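RNA-Seq counts of mitotic MIA PaCa-2/shCWC22#2 cells were analysed, with 2 Dox(-) and 2 Dox(+) libraries. Which library belongs to which condition was taken from the sample labels and the legend of Fig. 5, and all 4 libraries were mapped. The authors isolated poly(A) RNA, prepared directional libraries, sequenced them from both ends, mapped the reads with STAR to the Ensembl assembly GRCh37, and counted them per gene with featureCounts. The deposited values are raw counts of 57905 genes, without normalization or filtering and without pooling of replicates. Whether reads or fragments were counted, whether the strand was used and how reads with several matches were treated is not given in the paper's text, so counts of overlapping genes, of antisense pairs and of near-identical copies are uncertain. Gene symbols, coordinates and transcript sequences came from GENCODE's annotation on GRCh37, which is newer than the one the authors used, and 55538 of the genes were matched to a symbol. The counts listed under the other 2367 genes made up between 0.766% and 1.00% of each library.

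From the counts, edgeR (version 4.0.16, R 4.3.3) was run with filterByExpr, TMM normalization, estimateDisp and the robust quasi-likelihood fit, and Dox(+) was compared with Dox(-) with no covariate, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The TMM factors were 1.03 and 1.03 for Dox(-) and 0.980 and 0.962 for Dox(+). Gene lists were tested with camera (preset inter-gene correlation 0.01) and, beside it, with camera's estimated correlation and with fry, both from limma 3.58.1, with Benjamini-Hochberg adjustment over the 6 lists for SAC, cohesion, centrosome, DNA repair, G2/M and nonsense-mediated decay (NMD) genes. The SAC list was read from the heatmap of Fig. 5E, and the other lists were written by hand, since the published gene sets were not used here. Smaller lists (MCC, APC/C, CDK1 control, G1/S, integrated stress response, and the genes labelled in Fig. 5B) were described without being part of that family. GSEApy 1.3.1 was run in prerank mode with 10000 permutations and set sizes from 10 to 1000, as in the paper's methods, on genes ranked by the signed root of edgeR's F; the value the authors ranked by is not given in the paper's text. The genes named in the text were fixed by a rule: every gene that the paper names or labels for the RNA-Seq, CWC22, the MCC components, the CDK1 regulators, members of the lists where the list is reported, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 100 counts and no overlap between the groups. *KIF20A*, *RN7SK* and *SNORD3A* fall outside it and were chosen after their values were seen.

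For abundant genes the precision is set by the spread between replicates and not by counting error: the chi-square per degree of freedom between replicates was 36.4 for Dox(-) and 60.0 for Dox(+), where counting error alone gives about 1. The median SD of log2 CPM between replicates was 0.16 in Dox(-) and 0.23 in Dox(+). A gene with no count was read as up to 3 counts, and folds against such a group are given as lower bounds. Each step was tested on simulated data. With counts drawn for the real genes and 200 of them changed, edgeR made 190 calls among 14244 tested genes. It recovered 173 changed genes (86.5%) and called 15 unchanged ones. DESeq2 made 201 calls among 14677 tested genes, recovered 177 changed genes (88.5%) and called 20 unchanged ones. With both tools, unchanged genes made up a larger share of the calls than the threshold on the adjusted p aims at. A planted list of 60 genes had a GSEApy NES of -2.99, and a random list one of -0.82. A planted 7-base site ranked 1 among all 7-mers in 11862 genes.

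Alternatives were fixed before the data were examined: DESeq2's size factors in edgeR, scaling by library size alone, no filter, at least 10 counts in every library, DESeq2 1.42.0 with its Wald test, the replicate number as a block, the earlier quasi-likelihood method of edgeR, stricter thresholds, other rankings for GSEApy, other list tests, and leaving out each library in turn. Sites of the shRNA's guide were searched in 3′ UTRs of at least 50 bases and in coding sequences with a regression of the log2 fold change on each 7-mer. Lists matched on exon number, length, GC content and expression were drawn 10000 times from the 60 nearest genes of each member. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps. Intron retention, real-time PCR and protein measurements were not analysed here.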

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

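The results below concern genes that the paper does not discuss, or a direction that it does not report. The tests of the seed site's rank, of the passenger strand, of the base composition, of coding sequences, of the small RNAs, of the slopes on exon number, and of *WEE1* and *CDK1* were chosen only after the result was seen.

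Genes with a site for the seed of the shRNA were lower in Dox(+), a signal in genes that the paper does not analyse. The guide strand, TTTCGTATGTCCTCTGTTG, pairs through its bases 2 to 8, counted from its 5′ end, with the site ATACGAA. The 283 tested genes with this site in the 3′ UTR had a median log2 fold change of -0.52, against 0.00 for the rest of the 11862 genes scanned, and the median was -0.54 in Dox(+) replicate 1 and -0.44 in Dox(+) replicate 2. Of these genes, 106 were lower and 11 higher at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Among all 16384 7-mers the site ranked 1 from the lowest score, at -9.89 standard errors, ahead of TACGAAT at -7.62. TACGAAT shares with the site the bases TACGAA, the 6-base match to the seed. In coding sequences of genes without it in the 3′ UTR it also ranked 1, with a score of -9.57, and the 306 genes with a site there had a median of -0.51. Several readings are argued against. The best of the other 7-mers with the same bases reached -6.86, the reverse complement scored -0.64, so a property of the gene's sequence on either strand does not give the pattern, and with exon number in the regression the score was -10.4. The seed site of the passenger strand scored 1.40. One part did not come out as silencing through the seed would have it: 112 genes with the 8-base site ATACGAAA were no lower than 171 genes with only the 7-base site (difference in medians 0.0090, permutation test, p = 0.962). A candidate explanation is that the guide strand lowers mRNAs with seed sites in addition to *CWC22*, and genes with a site in the 3′ UTR or coding sequence made up 15.2% of the 1400 scanned genes that fell past the threshold, against 4.97% of the 11862 genes scanned. Most of the scanned genes that fell therefore have no 7-base site. Genes with only a 6-base match count among them and were not tested apart. An indirect effect through site-holding genes stays open too. The siRNA siCWC22#2 has the same sequence as the shRNA, whereas siCWC22#1 has another one. The paper measured *BUB1B* and *BUB1* by real-time PCR with both siRNAs and reports a fall (Fig. 5F). No counts for siCWC22#1 were analysed here.

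Small nucleolar RNAs (snoRNAs) were higher in Dox(+), also a signal in genes that the paper does not discuss. The 35 tested snoRNA genes had a median log2 fold change of 2.69, or 2.28 with the 12 genes whose Dox(-) libraries were at or under 3 counts set at their bound, and 34 of 35 were higher, 8 of them past the threshold of edgeR's quasi-likelihood test. With no filter on low counts, 197 of 274 were higher, with a median of 1.86. Summed over all annotated snoRNA genes, tested or not, the CPM over the total counts were 21.8 and 20.6 in Dox(-) and 51.0 and 66.0 in Dox(+). These RNAs lack a poly(A) tail, and a library made from poly(A) RNA holds little of them. If more RNA without a tail had been carried over into the Dox(+) libraries, small RNAs with genes of their own would have risen too, and the 17 such RNAs had a median of 1.22. RNAs of this kind include *RN7SK*, with a log2 fold change of 2.39, and *SNORD3A*, with 2.04. Mitochondrial rRNA rose as well, from 0.528% and 0.456% of the counts to 1.65% and 1.37%, while the 13 mitochondrial mRNAs had a median of 0.34, so the rise was not one of all mitochondrial RNA alike. Retained introns of the host genes as the only source are argued against by the 13 of 17 RNAs outside other genes that were higher. The 30 snoRNAs inside other genes had a median of 2.43 with 11 of them, and 2 of the 17 RNAs outside other genes, set at their bound, 1.22 above the 17 (two-sided permutation test, p = 0.00974; a median of 2.74 and a difference of 1.52 with fitted values). Among the 19 and 15 genes above 3 counts in a Dox(-) library, the medians were 2.13 and 1.14 (permutation test, p = 0.256), so the difference was not shown apart from genes nearly absent from Dox(-), and whether retained or slowly degraded introns add to carry-over stays open. These comparisons with the bound were chosen after the fitted difference was seen. Low counts limit the result: only 2 snoRNAs had a mean of at least 100 counts, and with at least 10 counts required in every library, a filter that removes genes absent from Dox(-), 6 snoRNAs were left with a median of 0.54. Library quality and CWC22 knockdown cannot be told apart here for the low-count snoRNAs, since both would follow the same 2 against 2 libraries.

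Genes with more exons were lower in Dox(+). Over 12025 coding genes, exon number and log2 fold change had a Spearman correlation of -0.28; this is a correlation across genes, which are not independent replicates. The median log2 fold change went from 0.56 for genes with 1 exon to 0.21 for 2 to 5 exons, 0.05 for 6 to 10, -0.12 for 11 to 20, -0.32 for 21 to 40 and -0.47 for more. The order was the same in both Dox(+) libraries, with medians for 1 exon of 0.58 and 0.51 and for more than 40 exons of -0.53 and -0.35. Transcript length, GC content and expression did not account for it, since the partial correlation was -0.22. Neither did 7-base seed sites, since the correlation was -0.28 among the 11273 scanned genes without one. A difference between libraries regardless of Dox stays open. The Dox(-) libraries differed from each other with a correlation of -0.18 and a slope of -0.052 per doubling of exon number, and the Dox(+) libraries with a slope of -0.04, against -0.17 between Dox(+) and Dox(-). The slope between conditions was larger than those within them. It was not tested against the spread of the libraries, of which there were 2 in each group. A loss of splicing activity, which the paper reports as intron retention, could lower genes with many introns most, and a difference in RNA quality between libraries could do the same.

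*WEE1* and *CDK1* were higher in Dox(+), while the paper discusses the activity of these kinases and not their mRNAs. The log2 fold changes were 1.42 for *WEE1* and 1.44 for *CDK1*, and with each library left out in turn they lay between 1.41 and 1.43 and between 1.39 and 1.49. Scaling is argued against, since the lowest value of *WEE1* under the other scalings was 1.33. Neither gene has the 7-base seed site. A higher share of interphase cells among the Dox(+) cells may have contributed. The 19 genes of a G1/S list had a median of 0.082, which went from -0.18 (12 lower) without Dox(+) replicate 2 to 0.25 (8 lower) without Dox(+) replicate 1, with 9 lower when all libraries were used and only *CDC45* and *SLBP* past the threshold, both lower, so that this list, whose members went both ways and whose median depended in sign on single libraries, leaves the question open. Dox itself cannot be told apart from the shRNA, since the 2 libraries with Dox are those that express it. A response of the 2 genes to CWC22 knockdown stays among the open explanations.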

How the results depend on the processing

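The falls of *CWC22*, *BUB1B*, *BUB1* and *CDC25B* kept their direction and stayed past the threshold with DESeq2's size factors, scaling by library size, no filter, at least 10 counts in every library, DESeq2's Wald test and the replicate block. Across the fits that each left out one library, which have no test, the log2 fold change ranged from -4.72 to -2.97 for *CWC22*, from -1.16 to -0.74 for *BUB1B*, from -1.86 to -1.77 for *BUB1* and from -2.062 to -1.502 for *CDC25B*; the extremes for *CWC22*, *BUB1B* and *CDC25B* all came from leaving out one of the Dox(+) libraries.

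The number of genes with an adjusted p under 0.05 was 2684, and it lay between 2416 and 3324 under the other scalings and filters, the earlier quasi-likelihood method and DESeq2. An adjusted p under 0.01 left 766 genes, 278 higher and 488 lower, and an absolute log2 fold change of at least 0.8 left 1781, with 731 higher and 1050 lower; both follow from the stricter threshold. Scaling by library size alone moved the median of all tested genes to -0.09 and the share of lower genes from 56.1% to 68.0% of the calls, with 895 higher and 1903 lower, and 2400 of the 2684 genes were shared.

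The replicates of the groups share only a number, and the correlation of the deviations of libraries with the same number was 0.19. With the replicate number as a block, 6167 genes passed, 2959 higher and 3208 lower, with all 2684 among them, and the G2/M list passed with its median at -0.13. No call among the named genes was lost under the block, and 19 of 76 were gained, among them *CDC25C*, *MAD2L1* and *CDC20*.

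The list tests depended on the correlation assumed between genes. With the estimated correlation, or with fry, the lists had the same medians and none passed after adjustment over the 6 lists: SAC with -0.22, cohesion with -0.37, centrosome with -0.35, DNA repair with -0.19 and NMD with 0.11. The adjusted p of the SAC list was 0.0711 with fry and 0.369 with camera's estimated correlation. The cause was not tested. The G2/M list, which did not pass in the main analysis, passed with scaling by library size (median -0.22) and with no filter (-0.14); the cause was not tested. Leaving out each library in turn moved the medians from -0.25 to -0.17 for SAC, from -0.43 to -0.22 for cohesion, from -0.47 to -0.24 for centrosome, from -0.18 to -0.14 for DNA repair, from -0.19 to -0.10 for G2/M and from -0.04 to 0.34 for NMD. The median of the NMD list turned negative without Dox(+) replicate 2. The lowest magnitude of the cohesion median came without Dox(+) replicate 1.

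The NES of the SAC list was negative under all settings run, from -2.01 with no filter to -1.45. Ranking only genes with a DESeq2 adjusted p under 0.05 gave -1.45 with a permutation p of 0.0695, with 39 of the list left to rank. A leave-one-out of the NES was added after seeing the data and had to use the ranking by log2 fold change; it went from -1.58 to -1.06, with the value nearest 0 from leaving out Dox(+) replicate 2, against -1.45 with all libraries. Permuted lists of that sign have a mean NES of -1 by construction, so without Dox(+) replicate 2 the list hardly stood out from permuted lists in this ranking. The enrichment score before scaling changed little, from -0.36 with all libraries to -0.34 without Dox(+) replicate 2. The median of the list was -0.25 without that library, so the fall itself did not depend on it.

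Under the other scalings and filters, changes of sign among the other named genes were limited to values near 0. *MAD1L1* changed from 0.01 to -0.076 with scaling by library size and to -0.0065 with no filter, *SRSF3* to -0.014 and *UPF1* to -0.056 with scaling by library size, and *UPF3B* to 0.0052 with DESeq2's size factors and to 0.0026 with at least 10 counts; none of these passed the threshold. Leaving out one library changed the sign of 13 of 80 named genes, all with an adjusted p of at least 0.349 from edgeR's test with all libraries, and not only of values near 0: *UPF3B* ranged from -0.50 to 0.42, *UPF1* from -0.33 to 0.32, *MAD1L1* from -0.24 to 0.22, *RC3H1* from -0.21 to 0.38 and *ERCC2* from -0.49 to 0.059, and *ATF4* and *SRSF7*, with 0.31 and 0.35 with all libraries, fell to -0.045 and -0.034. With DESeq2's Wald test, 69 of 76 genes kept their side of the threshold and 7 were gained. Calls of 3 genes near the threshold were lost in edgeR's test: *FZR1* with scaling by library size (adjusted p = 0.0705) and with no filter (0.0599), *SH2B1* with DESeq2's size factors (0.0516) and with no filter (0.0620), and *SNHG12* with no filter (0.0976). Low counts limit the snoRNA results, with 15 snoRNA genes left by DESeq2's independent filtering and a median of 2.15 over them.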

Differences from the paper's values

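In Fig. 5C, the paper's −log10 p, read by eye, is about 32 for *CDC23*, about 22 for *BUB1* and about 12 for *CDC25B*. The −log10 of the adjusted p from edgeR's quasi-likelihood test was 3.01, 3.01 and 2.44. With DESeq2's Wald test, which is the tool the paper's methods name and one of the alternatives set before the data were examined, the −log10 of the adjusted p was 33.0, 22.6 and 12.0, which does not differ from the paper's values. The replicate block gave 20.3 for *BUB1*, which was also within the margin, and 21.1 for *CDC23* and 20.5 for *CDC25B*, which were not. DESeq2's size factors in edgeR, scaling by library size, no filter and at least 10 counts in every library left all 3 genes between 2.41 and 3.66.

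The NES of the SAC set in Fig. 5D, the paper's value, is about -2.0, read by eye. The NES found here was -1.84, over the genes of the heatmap. Of the alternatives set before the data were examined, the one with no filter gave -2.01, and the others gave values from -1.83 to -1.45, which did not reach the paper's.

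The paper states that genes regulating cohesion were absent from the downregulated mRNAs. Of the 22 cohesion genes tested, *STAG1*, *DSCC1*, *ESPL1*, *SMC3* and *PDS5A* were lower, with log2 fold changes between -1.02 and -0.68 and adjusted p-values between 0.00909 and 0.0409 in edgeR's quasi-likelihood test, and they also passed in DESeq2's Wald test, with adjusted p-values between 3.14e-05 and 0.00769. With an absolute log2 fold change of at least 0.8 also required, only *STAG1* and *DSCC1* of these were left. For sororin (*CDCA5*), the log2 fold change was 0.61, in the direction of a rise.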

Other observations

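The tests of the share of mitotic cells, of matched lists for the centrosome, DNA repair and cohesion lists, of the NMD list and of other groupings of the libraries were chosen only after the result was seen.

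The SAC list was lower in Dox(+), and 4 readings were tested. The 7-base seed sites in SAC genes do not account for it. The 7 tested genes with a site, *CDCA8*, *CENPC*, *CLIP1*, *KNL1*, *NDC80*, *TAOK1* and *XPO1*, had a median log2 fold change of -0.51, and the other 102 had one of -0.21. Genes with only a 6-base match count among the 102, so shorter matches are not covered. *BUB1* is one of these, with such a match in 6 of 14 transcripts. Over these 102 genes, the unadjusted values of camera and fry were both under 0.05. Exon number, transcript length, GC content and expression do not give it either, since 0.500% of 10000 matched lists had a median as low, with a typical matched median of -0.07. A lower share of mitotic cells would lower abundant G2/M mRNAs along with *BUB1* and *BUB1B* if the other cells held little of them. The 10 most abundant genes of the G2/M list had a median of -0.17, between -1.02 for *ANLN* and 0.15 for *PLK1*, which argues against such cells. Cells in G2, a phase that the paper reports as prolonged by knockdown, may hold these mRNAs, so for them this test cannot decide. For the median of the SAC list the share of mitotic cells stays open, since the G2/M list of 49 genes had a median of -0.13, with 14 lower and 3 higher past the threshold. An effect of CWC22 knockdown on these genes that does not run through the seed, and an indirect effect of genes with a site, both stay open.

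The other lists stood out less from genes of similar structure. As low a median as that of the list was found in 4.94% of matched lists for the centrosome list, in 17.3% for the DNA repair list and in 23.8% for the cohesion list. For the DNA repair and cohesion lists, exon number, length, GC content and expression are therefore a candidate explanation of the fall, while for the centrosome list the share lies too near 5% to tell. In the G2/M list 2.50% of matched lists were as low.

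The groups of the 4 libraries can be formed in 3 ways. The real grouping gave 2684 genes with an adjusted p under 0.05, the other 2 gave 0 each (5105 genes had an unadjusted p under 0.05 in the real grouping, against 261 and 32 in the others), so 1 of the 3 groupings gave as many, and with 3 groupings no lower share than that is possible.

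The NMD list of 22 genes had a median log2 fold change of 0.11, with 6 genes higher and 0 lower past the threshold (6 and 2 at an unadjusted p under 0.05), and a median of -0.04 without Dox(+) replicate 2. The 6 genes were *GADD45B*, *GAS5*, *HNRNPDL*, *SNHG12*, *SNHG15* and *ZFAS1*, of which *SNHG12* did not pass with no filter and had a log2 fold change of 2.11, or 0.88 without Dox(+) replicate 2. The 5 long non-coding genes of the list were all higher, with a median of 1.41, while the 17 coding genes had a median of 0.031, with 9 higher. The coding genes went both ways, so that a loss of NMD activity could neither be excluded nor shown; a fall in splicing of the host genes was not tested. *GAS5*, which overlaps *ZBTB37* on the other strand, had a log2 fold change of 1.11, and one of 0.60 without Dox(+) replicate 2.

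Of the genes labelled for higher intron retention in Fig. 5B, 17 were tested, with a median log2 fold change of -0.19 (-0.33 without Dox(+) replicate 2), 5 lower and 1 higher past the threshold. One of the 5, *SH2B1*, did not pass with DESeq2's size factors or with no filter. The 6 genes labelled for lower retention had a median of 0.53, with 2 higher and 0 lower (3 and 0 at an unadjusted p under 0.05). Among 18 APC/C genes the median was -0.13 (-0.23 without Dox(+) replicate 1), with 4 lower (*CDC23*, *ANAPC10*, *ANAPC7* and *ANAPC1*) and 3 higher (*UBE2C*, *ANAPC13* and *FZR1*); *FZR1* did not pass with scaling by library size or with no filter. The 7 genes of the CDK1 control list had a median of 0.14, the value of *CDC25A*. This median ranged from 0.025 without Dox(+) replicate 2 to 0.25 without Dox(-) replicate 1. The 12 genes of an integrated stress response list had a median of 0.56, with 10 higher, of which *CHAC1*, *DDIT3* and *DDIT4* passed the threshold with log2 fold changes of 2.92, 1.36 and 1.07.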
